# Immunomodulation with minocycline rescues retinal degeneration in juvenile neuronal ceroid lipofuscinosis mice highly susceptible to light damage

**DOI:** 10.1242/dmm.033597

**Published:** 2018-09-05

**Authors:** Katharina Dannhausen, Christoph Möhle, Thomas Langmann

**Keywords:** Juvenile neuronal ceroid lipofuscinosis, CLN3, Microglia, Minocycline, Retinal degeneration

## Abstract

Juvenile neuronal ceroid lipofuscinosis (jNCL) is a rare but fatal inherited lysosomal storage disorder mainly affecting children. The disease is caused by mutations in the *CLN3* gene that lead to the accumulation of storage material in many tissues, prominent immune responses and neuronal degeneration. One of the first symptoms is vision loss followed by motor dysfunction and mental decline. The established *Cln3^Δex7/8^* mouse model mimics many pathological features of the human disease except the retinal phenotype, which is very mild and occurs only very late in these mice. Here, we first carefully analyzed the retinal structure and microglia responses in these animals. While prominent autofluorescent spots were present in the fundus, only a moderate reduction of retinal thickness and no prominent microgliosis was seen in young CLN3-deficient mice. We next genetically introduced a light-sensitive RPE65 variant and established a light-damage paradigm that showed a high susceptibility of young *Cln3^Δex7/8^* mice after exposure to 10,000 lux bright light for 30 min. Under these ‘low light’ conditions, CLN3-deficient mice showed a strong retinal degeneration, microglial activation, deposition of autofluorescent material and transcriptomic changes compared to wild-type animals. Finally, we treated the light-exposed *Cln3^Δex7/8^* animals with the immunomodulatory compound minocycline, and thereby rescued the retinal phenotype and diminished microgliosis. Our findings indicate that exposure to specific light conditions accelerates CLN3-dependent retinal degeneration, and that immunomodulation by minocycline could be a possible treatment option to delay vision loss in jNCL patients.

This article has an associated First Person interview with the first author of the paper.

## Abstract (precis)

**Summary:** Here, we established a light-damage paradigm to model retinal degeneration in the juvenile neuronal ceroid lipofuscinosis mouse and showed the beneficial effects of minocycline on retinal pathology.

## INTRODUCTION

Neuronal ceroid lipofuscinoses (NCLs) are a group of rare autosomal recessive lysosomal storage diseases mainly affecting children, with incidence rates between 1.3 and 7 per 100,000 live births (Mole et al., 2011). The most common form is the juvenile subtype (jNCL), affecting children between 5 and 10 years of age. The first symptom is vision loss, followed by mental deterioration, seizures, immune system abnormalities, personality changes and loss of motor abilities resulting in early death in the twenties (Birch, 1999; Castaneda and Pearce, 2008; Schulz et al., 2013; Staropoli et al., 2012). The underlying genetic defects are characterized by mutations in the *CLN3* gene, which encodes the CLN3 protein (also called battenin), a broadly expressed lysosomal transmembrane protein. The most frequent mutation, occurring in over 80% of patients, is the deletion of exons 7 and 8, resulting in a truncated dysfunctional protein (Cotman et al., 2002; Mole and Cotman, 2015).

Several studies have implicated a role for CLN3 in autophagy, endocytosis, synapse formation, intracellular trafficking, calcium homeostasis and regulation of lysosomal pH (An Haack et al., 2011; Cao et al., 2006; Golabek et al., 2000; Lojewski et al., 2014; Luiro et al., 2004, 2001; Uusi-Rauva et al., 2012). Malfunction of the CLN3 protein leads to accumulation of lysosomal storage material, with accumulations mainly composed of subunit c of the mitochondrial ATP synthase (SubC), lipoproteins and glycoproteins (Palmer et al., 1992; Staropoli et al., 2012).

A typical hallmark of neuronal degeneration is microglial reactivity. Microglia are the resident cells of the innate immune system in the central nervous system (CNS). In the healthy retina, they are located in the plexiform layers, and have a typical ramified morphology with small somata and long, branched protrusions (Hume et al., 1983). They continuously scan their environment for changes in neuronal homeostasis (Nimmerjahn et al., 2005). Dying cells can be recognized by a variety of receptors and ligands, leading to a morphological change of microglial cells to an amoeboid shape. Thereby, microglia migrate towards the area of damage and phagocytose debris. Depending on the nature and duration of the stimulus, a chronic activation can occur. As a result, microglial cells show an increased expression of pro-inflammatory mediators and phagocytose healthy photoreceptor cells, leading to damage of the surrounding neuronal tissue (Aslanidis et al., 2015; Kettenmann et al., 2011; Zhao et al., 2015). Microglia activation is often detected before the first signs of neuronal cell death, leading to the hypothesis that early microglial activation may promote the degenerative disease progression (Karlstetter et al., 2010; Langmann, 2007; Pontikis et al., 2004; Schuetz and Thanos, 2004).

Only a few reports have studied the role of glial cells in jNCL pathogenesis. CLN3 deficiency leads to a functional impairment of microglia and a higher sensitivity of neuronal cells to neurotoxic substances *in vitro* (Parviainen et al., 2017; Xiong and Kielian, 2013). Microglia colocalization with neurons expressing high amounts of an antioxidant enzymes was shown in a *Cln3^−/−^* mouse model (Benedict et al., 2007). Additionally, accumulation of autofluorescent material and an upregulation of glial fibrillary acid protein (GFAP) was seen in human retinal cross-sections with CLN3 deficiency (Bensaoula et al., 2000). These findings led to the hypothesis that microglial activation is connected to neuronal cell damage via oxidative stress (Benedict et al., 2007). Furthermore, microglial activation, storage of autofluorescent material, neuronal death and retinal thinning was observed in the jNCL mouse model at 17 months (Cotman et al., 2002; Pontikis et al., 2004; Seigel et al., 2002). Recently, it was shown that treatment with an autophagy enhancer reduced gliosis in old CLN3-deficient mice (Palmieri et al., 2017).

Different jNCL models were created and used to clarify the pathological mechanisms of CLN3 dysfunction and potential treatments, including cell lines, yeast, amoeba and genetically modified mice (Cotman et al., 2002; Fossale et al., 2004; Gachet et al., 2005; Huber et al., 2016; Mitchison et al., 1999). The most commonly studied and widely accepted jNCL model is a knock-in mouse carrying a deletion of exons 7 and 8 in the *Cln3* gene, representing the same genetic defect found in over 80% of patients (Cotman et al., 2002). The homozygous *Cln3^Δex7/8^* mouse recapitulates many pathological features observed in jNCL patients, with the exception of the early retinal degeneration and vision loss commonly found in jNCL children (Staropoli et al., 2012).

To better simulate the human jNCL condition, we adapted a model of rapid light-induced retinal degeneration in the *Cln3^Δex7/8^* mouse model after introducing the light-sensitive variant of the retinal pigment epithelium-specific 65 kDa protein (RPE65), a genetic modification that is necessary to increase sensitivity to light stress. After finding a jNCL-specific light sensitivity threshold, we tested the effects of the immunomodulatory compound minocycline on microglial reactivity and retinal degeneration. Our data showed that minocycline inhibited microglial responses and significantly delayed retinal degeneration in *Cln3^Δex7/8^* animals, implicating a potential therapeutic use of targeting the immune system in jNCL patients to delay vision loss.

## RESULTS

### CLN3-deficient retinas show only weak retinal thinning but display autofluorescent material in microglia

We first examined whether young *Cln3^Δex7/8^* mice carrying the light-sensitive *Rpe65* leucine variant show structural retinal alterations compared to control animals. *In vivo* imaging using spectral domain optical coherence tomography (SD-OCT) identified only a minor thinning of CLN3-deficient retinas compared to wild-type littermates (Fig. 1A, top and middle panels). As accumulation of autofluorescent material is a hallmark of jNCL, we next analyzed the retinal fundus using the BAF (BluePeak Blue laser autofluorescence) method. Evenly distributed autofluorescent spots that were absent in wild-type eyes appeared in the *Cln3^Δex7/8^* retinas (Fig. 1A, bottom panels). To evaluate this in more detail, we analyzed retinal cryosections (Fig. 1B) and flat mounts (Fig. 1C) with immunostainings. We first stained retinal sections with antibodies against Iba1 and translocator protein 18 kDa (TSPO), two markers for ramified and activated microglia, respectively (Lückoff et al., 2016) (Fig. 1B). These data showed the normal appearance of microglia in the plexiform layers and no prominent signs of microglia reactivity in *Cln3^Δex7/8^* retinas compared to littermates (Fig. 1B). Staining for GFAP also revealed only minor features of gliosis (Fig. 1B). We then analyzed mitochondrial ATPase (SubC) as one of the characteristic storage materials found in tissue of jNCL patients. These analyses observed enrichment of SubC within the inner segments of the photoreceptor cells (IS), the inner nuclear layer (INL) and to a lesser extent in the ganglion cell layer (GCL) of CLN3-deficient mice, but not in wild-type littermates (Fig. 1B, bottom panels).

**Fig. 1.**
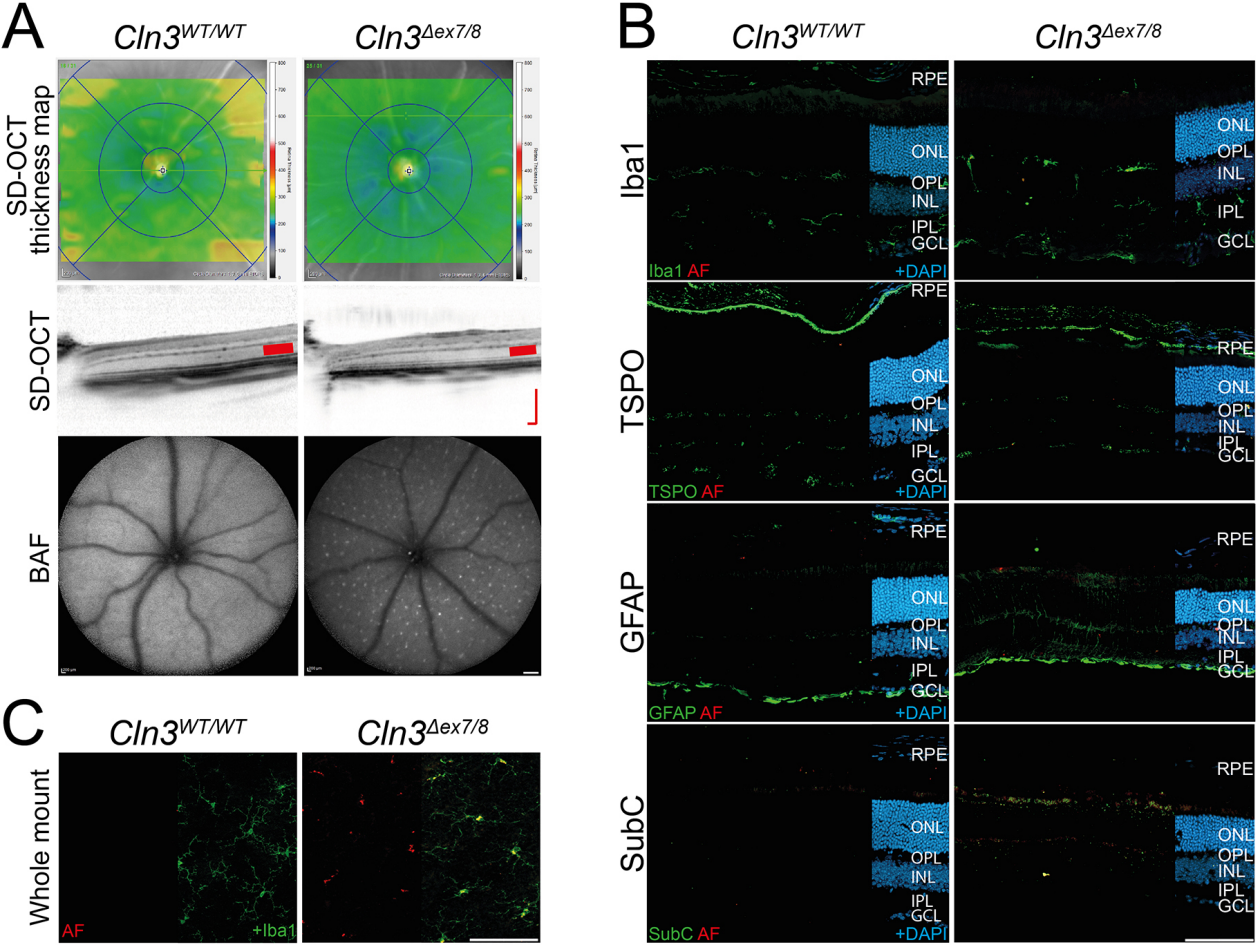
**Retinal phenotype and gliosis in young CLN3-deficient and wild-type mice.** (A) *In vivo* imaging shows only slight thinning of retinas from 8- to 10-week-old CLN3-deficient mice, indicated by the blueish color in retinal SD-OCT thickness maps. No alteration of retinal structure was observed in CLN3-deficient mice compared to wild-type mouse retinas. BAF imaging shows the occurrence of a constant pattern of autofluorescent spots in the fundus of CLN3-deficient mice and the slightly thinner ONL (red bars in SD-OCT scans). Scale bar: 200 µm. (B) Immunohistochemical stainings of retinal cryosections for the microglia marker Iba1 and the gliosis markers TSPO and GFAP revealed no clear difference between CLN3-deficient and wild-type animals. A consistent staining for SubC was present in CLN3-deficient retinas. Scale bar: 100 µm. (C) Iba1-stained retinal flat mounts of CLN3-deficient mice and wild-type mice show normal morphology of microglia and accumulation of autofluorescent storage material only in microglial somata of CLN3-deficient retinas. Scale bar: 100 µm. BAF, BluePeak blue laser autofluorescence; RPE, retinal pigment epithelium; ONL, outer nuclear layer; OPL, outer plexiform layer; INL, inner nuclear layer; IPL, inner plexiform layer; GCL, ganglion cell layer; AF, autofluorescence; TSPO, translocator protein (18 kDa); GFAP, glial fibrillary acidic protein; SubC, mitochondrial ATPase subunit c.

Additional staining of cryosections for cathepsin D (CatD), a marker known to be differentially expressed in CLN3 dysfunction, revealed low CatD expression in the IS, INL and GCL in the aged wild-type retina but increased expression in the aged *Cln3^Δex7/8^* retina with a clustered appearance (Fig. S1A) (Fossale et al., 2004; Golabek et al., 2000). In young animals, higher CatD expression was only noticed in the light-damaged *Cln3^Δex7/8^* retina (Fig. S1B).

Further analyses of autofluorescence and Iba1 localization in retinal flat mounts then showed accumulation of autofluorescent material in microglial somata of CLN3-deficient animals (Fig. 1C). We therefore postulate that microglia somata enriched with lipids appear as autofluorescent spots in the fundus analysis (Fig. 1A).

### CLN3-deficient retinas are highly susceptible to light damage

Given the very mild retinal degeneration in young *Cln3^Δex7/8^* mice, we sought to establish a light-damage paradigm that could distinguish CLN3-deficient animals from controls. *Cln3^Δex7/8^* mice and their wild-type littermates, both carrying a light-sensitive *Rpe65* gene variant, were then exposed to two different light intensities, a ‘low light’ condition with 10,000 lux for 30 min and a ‘high light’ condition with 15,000 lux for 60 min. Animals that were not exposed to bright white light served as controls. Retinal thickness was then determined at 1, 4 and 7 days after light exposure using *in vivo* ocular imaging*.* SD-OCT thickness maps of CLN3-deficient mice showed a much stronger retinal thinning under ‘low light’ conditions compared to wild-type mice (Fig. 2A, blue, middle panels). In contrast, ‘high light’ conditions indicated retinal damage in both strains (Fig. 2A, right panels). Quantification of these SD-OCT thickness maps revealed a highly significant retinal thinning (*P*<0.001) for *Cln3^Δex7/8^* animals at a light exposure of 10,000 lux for 30 min at days 4 and 7 (Fig. 2B). In contrast, wild-type mice showed no retinal thinning after exposure to these ‘low light’ conditions (Fig. 2B). As both wild-type and *Cln3^Δex7/8^* animals displayed significant retinal thinning at ‘high light’ conditions, we defined an exposure to 10,000 lux for 30 min as the jNCL-specific threshold for light damage.

**Fig. 2.**
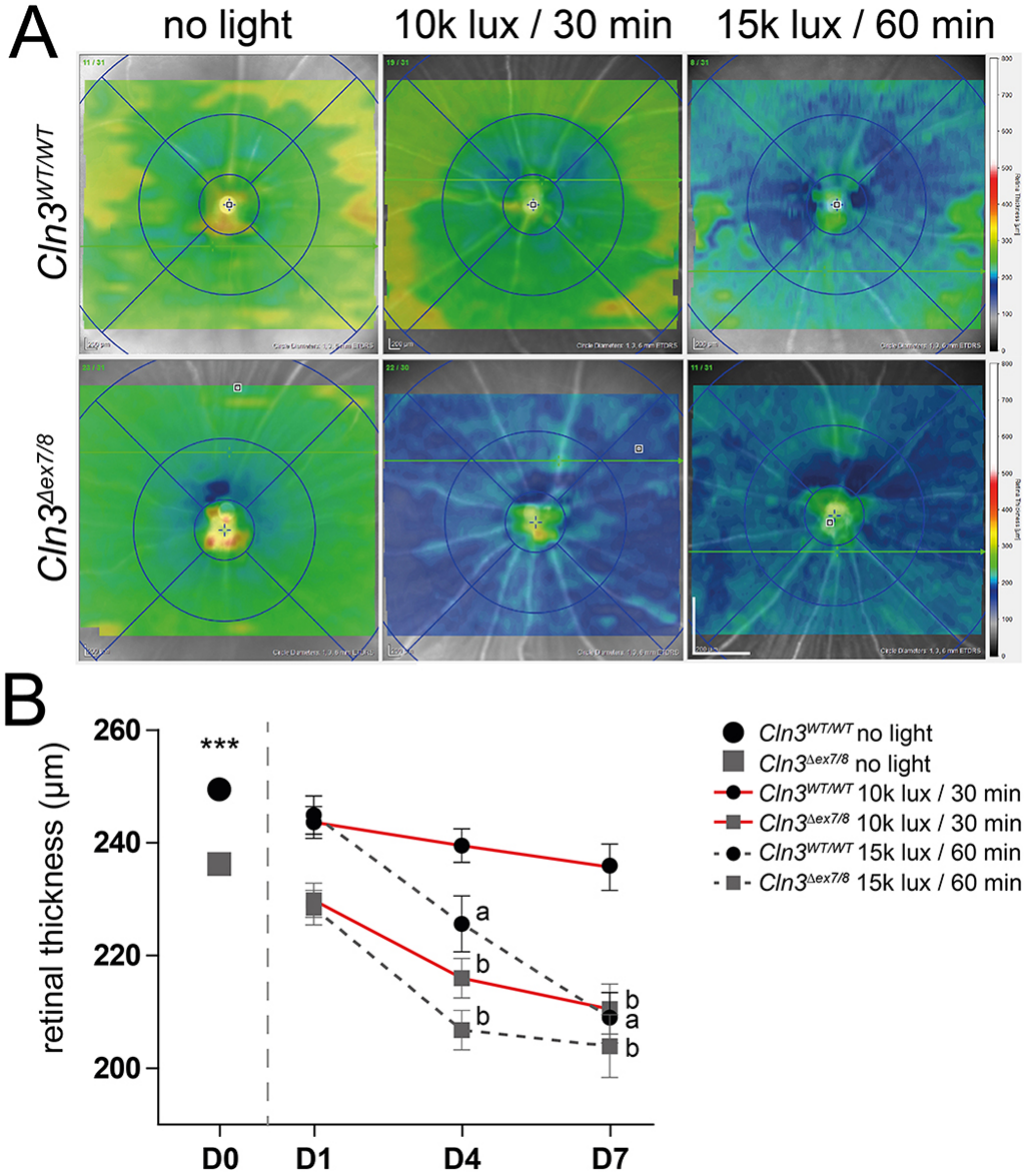
**SD-OCT thickness map shows retinal thinning in ‘low light’ conditions for CLN3-deficient mice and in ‘high light’ conditions for CLN3-deficient and wild-type mice.** (A) Representative SD-OCT thickness maps taken 7 days after light exposure shown for ‘low light’ and ‘high light’ conditions in modified *Cln3^Δex7/8^* and wild-type mice. Scale bar: 1 mm. (B) Analysis of data from unexposed mice showed significant thinning of CLN3-deficient retinas compared to wild-type mice (*n*=43 animals). Quantification of thickness maps from light-exposed animals showed significantly different thinning in the central retinas between CLN3-deficient and wild-type retinas after exposure to ‘low light’ conditions and no significant difference in retinal thickness between both genotypes after ‘high light’ exposure. Data show mean±s.e.m. from four independent experiments (*n*≤10 animals/group) with ***P<0.001. D0, unexposed; D1, 1 day after light exposure; D4, 4 days after light exposure; D7, 7 days after light exposure. ‘a' indicates statistical significance (*P*<0.001) of light-exposed vs unexposed wild-type controls; ‘b' indicates statistical significance (P<0.001) of light-exposed vs unexposed *Cln3^Δex7/8^* mice.

We then evaluated whether exposure to bright white light leads to changes in the amount of autofluorescent material (Fig. 3). Storage material was observed in CLN3-deficient retinas under both ‘low light’ and ‘high light’ conditions (Fig. 3A, left panels), whereas autofluorescent material appeared in wild-type retinas only under ‘high light’ conditions (Fig. 3A, right panels). Quantification of the autofluorescent area revealed significant differences between *Cln3^Δex7/8^* mice and control animals when applying ‘low light’ conditions at day 4 and day 7 (Fig. 3B). No significant differences were identified between wild-type and CLN3-deficient retinas under ‘high light’ conditions.

**Fig. 3.**
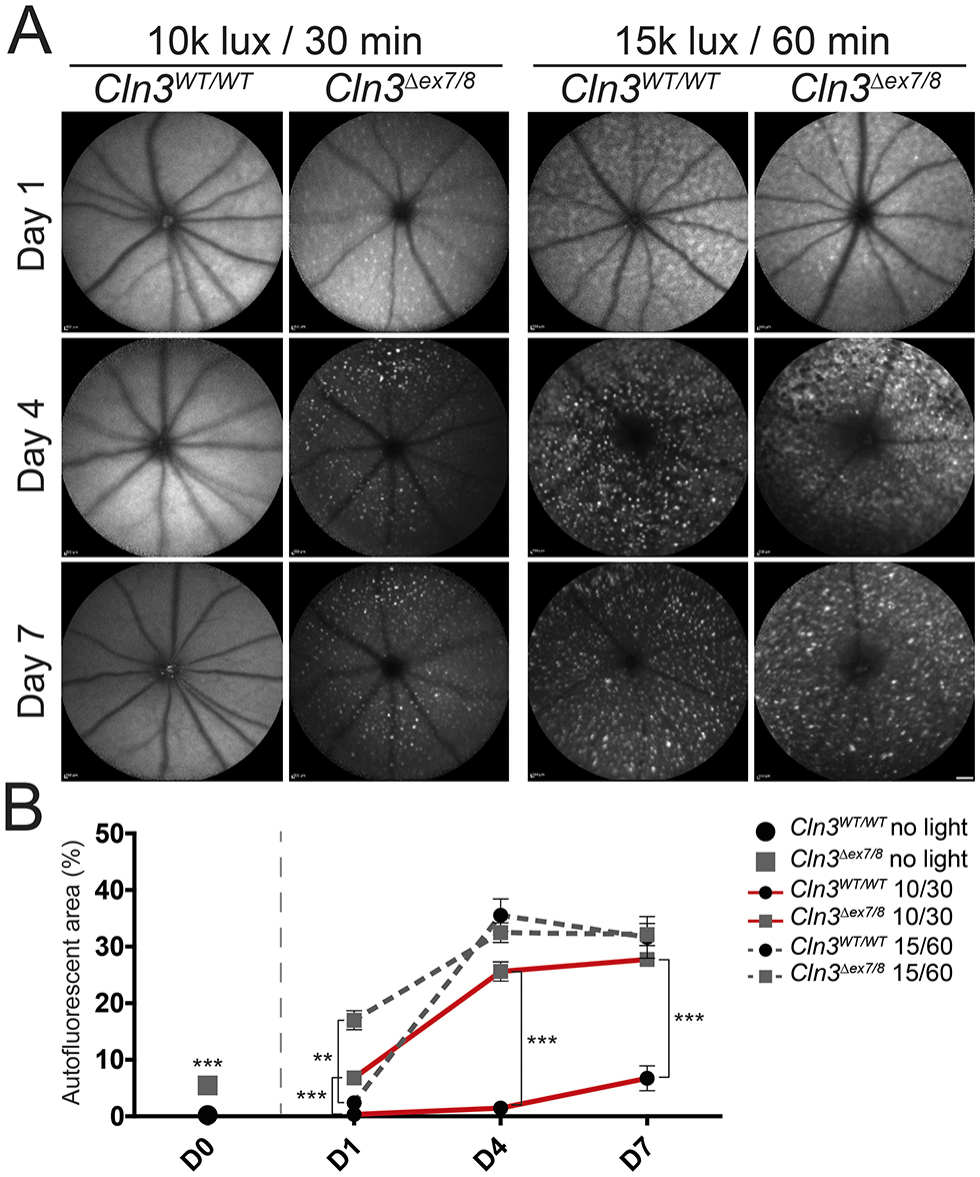
**Accumulation of autofluorescent material in the fundus of white-light-exposed CLN3-deficient and wild-type mice.** (A) BAF imaging shows enriched autofluorescent material in CLN3-deficient retinas after exposure to ‘low light’ conditions, whereas very little autofluorescent material was observed in wild-type animals 7 days after light exposure. Under ‘high light’ conditions, both genotypes show a highly enriched amount of autofluorescent material in the fundus. Scale bar: 1 mm. (B) Comparison of unexposed wild-type and CLN3-deficient retinas shows slight but significant occurrence of autofluorescent material in CLN3-deficient retinas (wild type *n*=32 eyes, *Cln3^Δex7/8^ n*=28 eyes). Quantification of light-exposed data revealed significant difference in autofluorescent storage material of wild-type mice and CLN3-deficient mice under ‘low light’ conditions (*n*≥15 eyes/time point/group). No differences could be observed between both genotypes after ‘high light’ conditions. No significant difference could be shown between 4 days and 7 days after light exposure (*n*≥11 eyes/time point/group). Data show mean±s.e.m. from four independent experiments with **P<0.01 and ***P<0.001. The lux value (×1000) and length of exposure (30 or 60 min) is shown in the key. D0, unexposed; D1, 1 day after light exposure; D4, 4 days after light exposure; D7, 7 days after light exposure.

### Microgliosis and accumulation of autofluorescent material in CLN3-deficient retinas at ‘low light’ conditions

We next analyzed microgliosis in retinas exposed to either light condition. Iba1 staining of cryosections showed microglia migration towards the outer retina starting at day 4 in ‘low light’-exposed CLN3-deficient mice but not in wild-type mice (Fig. 4, left panels). Accumulation of autofluorescent material was also detected at these time points, which are known as peaks of microgliosis (Lückoff et al., 2016). Microgliosis was seen in both wild-type and CLN3-deficient retinas under ‘high light’ conditions (Fig. 4, right panels). Concurrent Iba1-stained flat mounts verified a higher number of microglia in the subretinal space of CLN3-deficient animals exposed to ‘low light’ conditions, compared to controls (Fig. 5A, left panels). Quantification then showed an increase in the Iba1-positive area (Fig. 5B), the total number of microglial cells (Fig. 5C) and the autofluorescent area (Fig. 5D) in battenin-deficient retinas compared to wild-type tissue. No significant differences were observed between wild-type and CLN3-deficient retinas at ‘high light’ conditions (Fig. 5A, right panels; Fig. 5B-D). This difference in gliosis between CLN3-deficient and wild-type mice exposed to ‘low light’ conditions was also seen with a stronger expression of TSPO (Fig. S2) and GFAP (Fig. S3) in cryosections of *Cln3^Δex7/8^* animals.

**Fig. 4.**
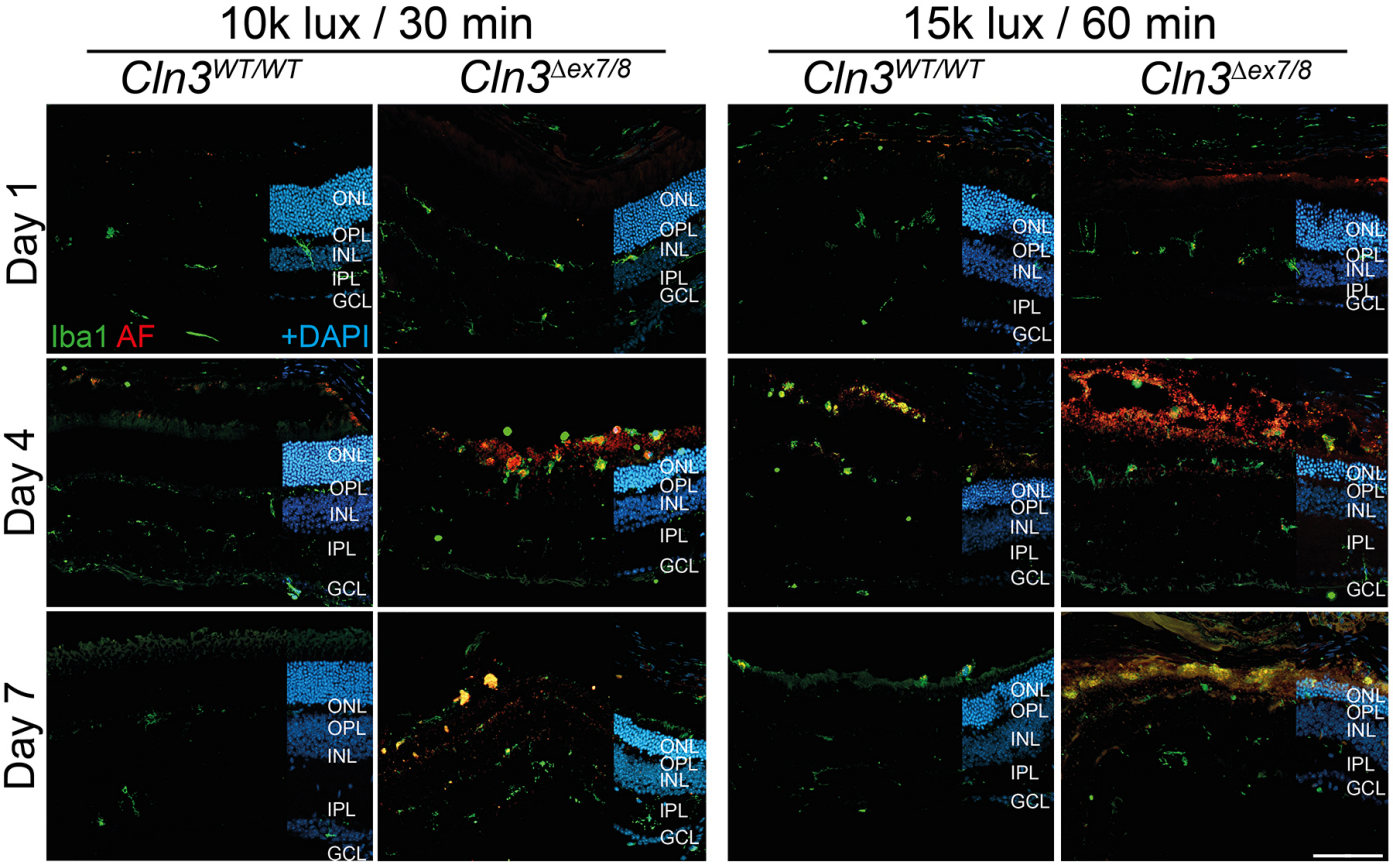
**Microgliosis in white-light-exposed CLN3-deficient mice.** Iba1-positive cells were located in the plexiform layers of wild-type mice exposed to ‘low light’ conditions. Microglial protrusions recognizing the beginning of cell death in the ONL are visible at day 1. Microglial migration towards the subretinal space was visible at 4 and 7 days after light exposure in CLN3-deficient retinas after ‘low light’ and ‘high light’ conditions, and for wild-type retinas only after ‘high light’ conditions. Scale bar: 100 µm. AF, autofluorescence; ONL, outer nuclear layer; OPL, outer plexiform layer; INL, inner nuclear layer; IPL, inner plexiform layer; GCL, ganglion cell layer.

**Fig. 5.**
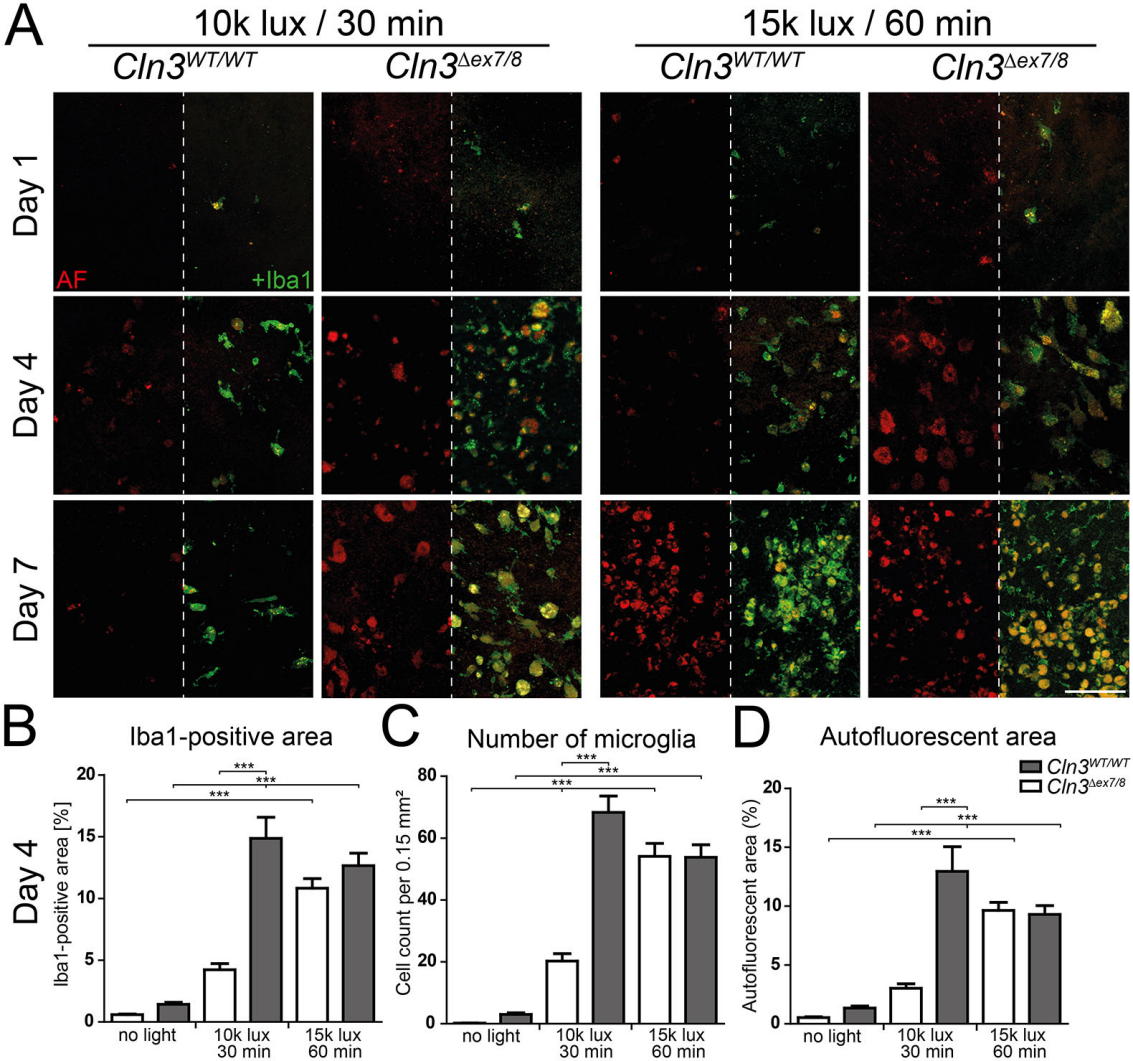
**Microglial accumulation of autofluorescent material in white light-exposed CLN3-deficient mice.** (A) Some Iba1-positive cells are already observable in the subretinal space 1 day after light exposure in CLN3-deficient retinas exposed to ‘low light’ and ‘high light’ conditions as well as in wild-type mice after exposure to ‘high light’ conditions. Only a few microglia are found in the subretinal space of wild-type mice after ‘low light’ conditions at all three time points. An increased amount of autofluorescent material was present 4 and 7 days after light exposure in CLN3-deficient retinas under ‘low light’ conditions and for both genotypes under ‘high light’ conditions. Scale bar: 100 µm. (B-D) Quantification of the Iba1-positive area (B), the number of microglial (C) and the area covered by autofluorescent material (D) show highly significant differences between CLN3-deficient and wild-type mice treated with ‘low light’ conditions. Data show mean±s.e.m. (*n*=3 mice/group) from two independent experiments with ***P<0.001. AF, autofluorescence.

To assess the expression of pro-inflammatory mediators, we then measured gene expression of the microgliosis markers activated microglia/macrophage whey acidic protein (AMWAP), TSPO and CD68 using quantitative real-time PCR (qRT-PCR) 4 days after light exposure (Fig. S4). All three markers showed a significant increase in CLN3-deficient retinas exposed to ‘low light’ conditions compared to wild-type retinas. Notably, upregulation of TSPO and CD68 was even detected in CLN3-deficient retinas not exposed to light (Fig. S4B,C).

Further analysis of SubC revealed increased amounts in CLN3-deficient retinas, whereas wild-type retinas only showed SubC deposits at ‘high light’ conditions at day 7 (Fig. S5). Staining of CatD in retinal cryosections of ‘low light’-exposed *Cln3^Δex7/8^* mice and ‘high light’-exposed wild-type mice revealed a cluster-like appearance similar to the CatD distribution in the aged CLN3-deficient animals (Fig. S1B, bottom images).

### Transcriptomic effects of light stress in CLN3-deficient retinas mirror disease-specific patterns

We next evaluated whether the ‘low light’ exposure conditions elicit jNCL-specific changes in *Cln3^Δex7/8^* mice that are different from wild-type responses. Therefore, we performed a global gene expression analysis using DNA microarrays. 

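The arrays measured total retinal RNA from 10 mice in 5 groups of 2 animals each, with 1 array per animal. The groups were unexposed wild-type mice, light-exposed wild-type mice, unexposed CLN3-deficient mice, and light-exposed CLN3-deficient mice injected with sodium chloride solution or with minocycline. The light effect in CLN3-deficient retinas was taken as the vehicle-injected light-exposed group against the unexposed group. The labels name vehicle or drug only for the light-exposed CLN3-deficient mice, so injection is confounded with light and with genotype by light. The paper describes 'low light' as 10000 lux for 30 min for the CLN3-deficient mice. The labels of their light-exposed arrays give no dose, and the description of the deposited series names high light and no low light, so it is open whether the dose differed between the genotypes. The light-exposed wild-type samples are labelled high light, which is 15000 lux for 60 min in the labels, and the paper's text introduces the array comparison under 'low light' and names no separate dose for the wild-type arrays. The labels give the strain of the wild-type mice as Balb/c and that of the other mice only by the mutation, while the paper describes the wild-type mice of the light experiments as littermates. The day of sampling is not given in the sources used here. The deposited values are log2 expression values per transcript cluster made by the authors with Affymetrix Expression Console. The cluster identifiers are those of the Clariom S mouse array, while the methods name another Affymetrix mouse array. The *Cln3* cluster had a mean of 10.51 ± 0.30 (SD, n = 2) in unexposed and 10.37 ± 0.16 (SD, n = 2) in light-exposed wild-type retinas. In CLN3-deficient retinas it had a mean of 9.16 ± 0.03 without light, 9.80 ± 0.47 with light and vehicle, and 9.79 ± 0.55 with light and minocycline (SD, n = 2 each). Which exons its probes cover is not given in the sources used here, so these values do not check the genotype labels. The Y-linked genes *Eif2s3y*, *Uty* and *Kdm5d* were high in both unexposed wild-type retinas, both vehicle-injected retinas and 1 of the minocycline-treated retinas. They lay near the lowest values in both light-exposed wild-type retinas, both unexposed CLN3-deficient retinas and the other minocycline-treated retina. *Eif2s3y* ranged from 11.49 to 12.96 in the first set and from 2.79 to 3.24 in the second, so the sexes of the groups are not balanced over light and genotype. Differences were tested for 19505 genes with limma over all 5 groups, with Benjamini-Hochberg adjustment and a threshold of 0.05. With 2 arrays per group, precision is limited by their number.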

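Light exposure changed the expression of many genes in both genotypes, and most genes that fell in CLN3-deficient retinas also fell in wild-type retinas. In CLN3-deficient retinas 1282 genes rose and 2152 fell, and in wild-type retinas 2044 rose and 3037 fell (limma, adjusted p under 0.05). Of these, 555 genes rose in both genotypes, where 134 would be shared by independent lists, and 1529 fell in both, where 335 would be shared. In addition, 8 genes rose in CLN3-deficient and fell in wild-type retinas, among them the Y-linked *Eif2s3y* (9.69 and −8.47 on the log2 scale), and 0 genes showed the opposite pattern (limma). At an unadjusted p under 0.05 the counts were 2522 higher and 3638 lower in CLN3-deficient retinas and 3492 higher and 4245 lower in wild-type retinas. The methods' t-test with adjustment called 2 higher and 6 lower genes in CLN3-deficient and 0 and 0 in wild-type retinas (1574 and 2063 there at an unadjusted p under 0.05). A limma fit with the presence of Y-linked transcripts as a covariate, chosen after the data were seen and resting on the 2 minocycline arrays, called 0 and 0 in CLN3-deficient and 407 and 622 in wild-type retinas. At a log2 fold change of at least 2 in size and an unadjusted p under 0.05, this fit gave 128 higher and 57 lower genes in CLN3-deficient retinas. Without the covariate 165 and 41 passed.

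Genes of rod photoreceptors fell in wild-type retinas after light. Of 32 measured rod genes, 19 fell and 0 rose at an adjusted p under 0.05 from limma (24 lower when adjusted over the list alone), with a median log2 fold change of −0.84. The adjusted p of this list was 0.599 with an estimated correlation. With that test no list passed in any contrast, not even the 3 Y-linked genes. *Pde6g*, a subunit of the rod phosphodiesterase, had a log2 fold change of −1.69 (standard error 0.25, limma adjusted p = 0.00170), and *Fscn2*, an actin-bundling protein of photoreceptors, one of −2.77 (standard error 0.31, limma adjusted p = 7.88e-04). Markers of ganglion cells fell as well (7 of 11, and 9 when adjusted over the list alone), as did genes of cholesterol synthesis (11 of 15, and 12 when adjusted over the list alone). Their adjusted p was 0.599 each with an estimated correlation. Among 23 markers of reactive Müller glia and astrocytes, 9 rose and 0 fell (12 higher when adjusted over the list alone, adjusted p = 0.627 with an estimated correlation). *Lcn2*, a secreted marker of reactive glia, rose in wild-type retinas by 4.62 (standard error 0.86, limma adjusted p = 0.00410). The extracellular matrix genes *Optc* and *Fbln1* rose there by 4.81 (standard error 0.75) and 4.15 (standard error 0.76), with limma adjusted p = 0.00199 and 0.00382. Of 39 measured interferon-stimulated genes, 7 rose in wild-type retinas and 0 fell (6 when adjusted over the list alone, median 0.98, adjusted p = 0.627 with an estimated correlation). In a fit over only the wild-type groups 19 of them rose. Lens genes were lower on the light-exposed wild-type arrays (7 of 19, including *Cryaa* at −5.51, limma adjusted p = 0.0297; adjusted p = 0.643 for the list with an estimated correlation). Of 15 retinal pigment epithelium genes 13 had a positive change there and 2 passed (median 0.96, adjusted p = 0.627 with an estimated correlation). Their list means were 1.30 and 0.41 on the light-exposed and −0.69 and −0.01 on the unexposed arrays.

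The larger number of lower genes depended on the scaling of the arrays. Of the calls in CLN3-deficient retinas 62.7% were lower, against 51.8% after quantile normalization, 56.5% after centring each array on its median and 65.5% without dim genes. In wild-type retinas 59.8% were lower, against 51.7% after quantile normalization, 48.6% after centring and 66.8% without dim genes. Leaving out any 1 array of the compared groups gave 366 to 518 higher and 504 to 851 lower genes in CLN3-deficient retinas, and 829 to 1924 higher and 1440 to 2771 lower genes in wild-type retinas.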

Gene expression dynamics inspector (GEDI) analysis that creates self-organizing maps by ‘gestalt’ recognition (Eichler et al., 2003) showed prominent but different clusters of light-dependent changes in wild-type mice (Fig. S6A) and *Cln3^Δex7/8^* mice (Fig. S6B). In *Cln3^Δex7/8^* retinas, ‘low light’ conditions influenced two major gene clusters that were either reduced (Fig. S6B, top rectangles) or induced (Fig. S6B, bottom rectangles). 

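In light-exposed CLN3-deficient retinas, the induced genes included nearly all measured interferon-stimulated genes and many genes of antigen presentation, complement and microglia. The reduced genes included markers of rods and ganglion cells and genes of cholesterol synthesis. Of 39 measured interferon-stimulated genes, 38 rose and 0 fell (limma, adjusted p under 0.05; 38 when adjusted over the list alone), with a median log2 fold change of 3.20. *Irf7*, a transcription factor of the interferon response, had the largest rise outside the Y-linked genes. *Ifit1* rose from 5.88 ± 0.17 to 12.16 ± 0.59 (SD, n = 2 each), a log2 fold change of 6.28 (standard error 0.91, limma adjusted p = 0.00212). *Usp18*, a regulator of interferon signalling, rose by 6.26 (standard error 0.85, limma adjusted p = 0.00175), and *Ifitm3* by 6.04 (standard error 1.00, limma adjusted p = 0.00329).

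In antigen presentation 12 of 17 genes rose (14 when adjusted over the list alone), among them the peptide transporter *Tap1* (3.39, standard error 0.43) and the class I gene *H2-Q4* (3.59, standard error 0.52). In complement 10 of 17 rose (11 when adjusted over the list alone), among them *C1qb* (3.73, standard error 0.77) and *Serping1* (4.10, standard error 0.72). Of 27 genes of reactive microglia and macrophages 14 rose (23 when adjusted over the list alone), such as the NADPH oxidase subunit *Cybb* (3.62, standard error 0.70). Of 16 homeostatic microglia markers 8 rose (9 when adjusted over the list alone), such as *Cx3cr1* (1.78, standard error 0.36) and *Fcrls* (2.92, standard error 0.54). Of 22 cytokines and chemokines 6 rose (12 when adjusted over the list alone), and of 23 markers of reactive Müller glia and astrocytes 10 rose (11 when adjusted over the list alone). No gene of these 6 lists fell, and their medians lay between 0.66 and 2.00. The adjusted p with an estimated correlation was 0.283 for interferon-stimulated genes, antigen presentation and complement, 0.304 for reactive microglia and for cytokines, 0.391 for homeostatic microglia and 0.418 for reactive Müller glia.

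Of 32 rod genes 15 fell and 0 rose (17 when adjusted over the list alone), with a median of −0.71. *Guca1b*, an activator of photoreceptor guanylate cyclase, fell by 1.77 on the log2 scale (standard error 0.24, limma adjusted p = 0.00175), and *Nrl*, the transcription factor of rod identity, fell by 1.59 (standard error 0.28, limma adjusted p = 0.00449). After quantile normalization 10 of the rod genes fell. Of 15 genes of cholesterol synthesis 8 fell (8 when adjusted over the list alone), among them *Hmgcs1* (−1.42, standard error 0.21) and *Insig1* (−1.68, standard error 0.26), and after quantile normalization 4 fell. Of 11 ganglion cell markers 5 fell (6 when adjusted over the list alone), among them the glutamate transporter *Slc17a6* (−1.78, standard error 0.25). The adjusted p with an estimated correlation was 0.418 for each of these 3 lists. Each gene named here had an adjusted p under 0.05 from limma. The Y-linked genes also differed between these groups, with a rise of 8.09 for *Uty*, and 1 of the unexposed arrays held skeletal muscle transcripts with a mean of 9.66 over 6 genes, against 4.88 on the other.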

An in-depth analysis of the transcripts in these clusters revealed 522 significantly upregulated and 623 downregulated genes in light-triggered CLN3-deficient retinas (Fig. S7A). 

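At the paper's threshold, a log2 fold change of at least 2 in size and p under 0.05, the genes that rose with light in CLN3-deficient retinas held many more interferon and immune genes than chance would give. With limma's unadjusted p, 165 genes passed upward and 41 downward. Of the 165 higher genes 59 belonged to the immune lists, which were fixed before the data were examined, where 1.26 would be found by chance (Fisher's exact test, one-sided, adjusted p = 1.21e-84). That test takes genes as independent, and with an estimated correlation the adjusted p of the interferon list was 0.283. Interferon-stimulated genes made up 31 of the 59. The largest rises included the secreted iron carrier *Lcn2*, at a log2 fold change of 6.04 (standard error 0.86, limma adjusted p = 0.00210), and the interferon-induced *Ifit3*, at 5.59 (standard error 0.94, limma adjusted p = 0.00341). The immediate early gene *Egr1* rose by 5.05 (standard error 0.63, limma adjusted p = 0.00144). The largest falls were those of *Col4a3*, a collagen chain of basement membranes (−3.12, standard error 0.56, limma adjusted p = 0.00470), and *Chrna5*, a nicotinic receptor subunit (−3.06, standard error 0.43, limma adjusted p = 0.00208). Of the 41 lower genes 0 belonged to the immune lists and 1 to the rod genes (Fisher's exact test). In wild-type retinas 60 genes passed the threshold upward and 92 downward, and 45 to 105 and 68 to 212 when 1 wild-type array was left out. With a 2-fold change as threshold, 801 genes rose and 1188 fell in CLN3-deficient retinas, and the lower genes at the paper's threshold numbered 80 when the unexposed array without skeletal muscle transcripts was left out.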

Further comparisons of these dysregulated genes in light-damaged *Cln3^Δex7/8^* mice with the light-regulated transcriptome of wild-type animals revealed 224 upregulated and 55 downregulated genes specifically present in CLN3-deficient retinas (Fig. S7B). 

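The median genotype by light difference of the 39 interferon-stimulated genes was 2.30 on the log2 scale, toward a larger rise in CLN3-deficient retinas, but the list did not pass with an estimated correlation (adjusted p = 0.467) or with fry (adjusted p = 0.322). These genes made up 29 of the 140 genes that passed the threshold upward only in CLN3-deficient retinas. A gene was counted as specific when it passed the paper's threshold in CLN3-deficient retinas and not in the same direction in wild-type retinas, which gave 140 higher and 25 lower genes. Of the 140 higher genes 73 also had a log2 fold change above 1 in wild-type retinas, and of the 25 lower genes 16 had one below −1. The difference between the genotypes itself, the genotype by light term, had an unadjusted p under 0.05 for 102 of the 140 higher genes and for 5 of the 25 lower genes, and an adjusted p under 0.05 for 0 of the 140 (limma). Over all genes this term had 0 calls in either direction in limma at an adjusted p under 0.05, and 1203 higher and 967 lower genes at an unadjusted p under 0.05, where 975 in all would be found by chance. Fitted over only the 4 groups compared it had 68 higher and 11 lower calls, and with trend and robust settings 3 and 0. A t-test with the spread pooled over the 4 groups, an extension of the methods' t-test, gave 3 and 0. Compared after light alone, 134 genes were higher and 22 lower in CLN3-deficient than in wild-type retinas (limma, adjusted p under 0.05). Among them were 10 of the interferon-stimulated genes, each higher (adjusted p = 0.426 for the list with an estimated correlation). Retinal pigment epithelium genes lay lower on the vehicle-injected arrays, with list means of −0.97 and −0.50 against 1.30 and 0.41 on the light-exposed wild-type arrays. Leaving out 1 array of these groups gave 3 to 9 higher and 1 to 3 lower genes.

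Of the 39 interferon-stimulated genes 0 passed over all genes for this term with limma and 30 when adjusted over the list alone, and 20 passed in the fit over only the 4 groups compared. *Trim30a* had a difference of 3.86 (standard error 0.68, limma adjusted p = 0.125), the secreted glycoprotein *Lgals3bp* one of 3.21 (standard error 0.66, limma adjusted p = 0.158) and *Ifit2* one of 2.15 (standard error 0.43, limma adjusted p = 0.151). In antigen presentation 8 of 17 genes passed when adjusted over the list alone and 0 over all genes (median 1.35, adjusted p = 0.484 with an estimated correlation). Of the 27 reactive microglia genes 0 passed either way (median 0.87, adjusted p = 0.484 with an estimated correlation). The median of that list was 0.32 without 1 of the unexposed wild-type animals, whose array lay above that of the other in these genes, with list means of 0.32 and −1.18 relative to each gene's mean. The lens list, with 10 of 19 genes higher when adjusted over the list alone (adjusted p = 0.484 with an estimated correlation), and the 3 Y-linked genes differed in the same direction. With the presence of Y-linked transcripts as a covariate, chosen after these genes were seen and estimated from the 2 minocycline arrays alone, the median for interferon-stimulated genes turned to −1.46. Leaving out 1 array at a time gave 108 to 154 higher genes specific to CLN3-deficient retinas and 14 (without 1 light-exposed wild-type array) to 57 (without 1 unexposed CLN3-deficient array, the one free of skeletal muscle transcripts) lower ones.

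**Figure D1:**
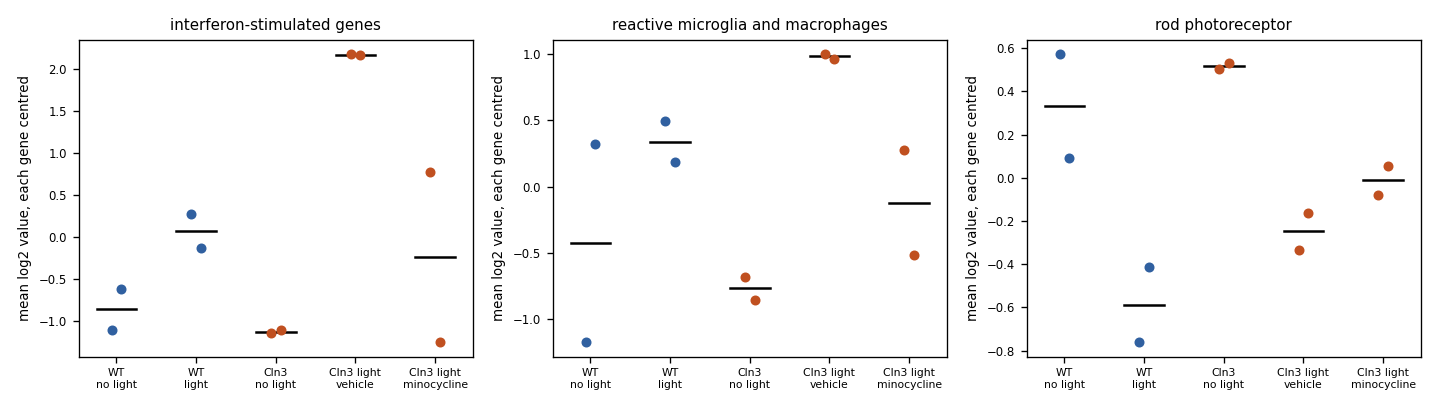
Mean log2 value of each list on each array, with each gene centred on its mean over the 10 arrays, for interferon-stimulated genes, reactive microglia and macrophages, and rod genes. Points are arrays, 2 per group, and bars are group means; the vehicle-injected light-exposed arrays lie at 2.17 and 2.16 for interferon-stimulated genes, and the minocycline arrays at 0.77 and −1.26.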

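The 140 genes that passed the threshold upward in CLN3-deficient and not in wild-type retinas also held members of lists outside the immune system. Of the cell death list 2 genes were among them, where 0.136 would be found by chance (Fisher's exact test, one-sided, adjusted p = 0.0218). These were *Cdkn1a*, a cell cycle inhibitor induced by DNA damage, with a log2 fold change of 3.12 (standard error 0.38, limma adjusted p = 0.00130), and *Casp8*, an initiator caspase, with 2.12 (standard error 0.43, limma adjusted p = 0.00750). Of the whole cell death list 7 of 19 genes rose in CLN3-deficient retinas and 0 fell (limma; 8 when adjusted over the list alone, adjusted p = 0.283 with an estimated correlation). Markers of reactive Müller glia and astrocytes gave 3 of the 140 genes (Fisher's exact test, one-sided, adjusted p = 0.00173) and immediate early genes 1 (adjusted p = 0.203, same test). These tests take genes as independent. With an estimated correlation the list of reactive Müller glia did not pass for light or for genotype by light. The lysosome list gave 1 gene (adjusted p = 0.428, Fisher's exact test), although its 32 members held 5 that rose and 6 that fell with light. Rod, cone, bipolar, amacrine and ganglion cell markers gave 0 genes (Fisher's exact test), as did cholesterol synthesis. The 3 Y-linked genes were all among the 140.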

Pathway analysis showed that these CLN3-specific transcriptomic changes were associated with different biochemical and cellular processes. However, the majority of the upregulated genes (39%) were associated with immune responses and more specifically were pro-inflammatory (Fig. S7C). 

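Of the lists tested, those of immune genes held the most genes specific to light-exposed CLN3-deficient retinas. The immune lists together held 54 of the 140 higher genes, or 38.6%, where 1.07 would be found by chance (Fisher's exact test, one-sided, adjusted p = 3.66e-79). Interferon-stimulated genes gave 29 (Fisher's exact test, adjusted p = 2.44e-54), antigen presentation 8 (adjusted p = 1.19e-12) and reactive microglia and macrophages 8 (adjusted p = 7.69e-11). Homeostatic microglia markers gave 4 (Fisher's exact test, adjusted p = 1.95e-05), and complement and cytokines gave 3 each (adjusted p = 8.82e-04 and 0.00170). The genes of a list move together within an array, so these tests over genes are not independent evidence from animals. Infiltrating leukocyte markers gave 1 gene, and of their 14 measured members 1 rose and 0 fell in CLN3-deficient retinas (limma, 1 when adjusted over the list alone, adjusted p = 0.497 with an estimated correlation). The lists were chosen by cell type and pathway and are not the annotation used in the paper. The paper's share of immune-associated genes, printed just above and called the majority there, is close to the 38.6% here (Fig. S7C). It comes from another annotation and a longer list of specific genes. The paper also describes these genes as pro-inflammatory.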

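The 25 genes that passed the threshold downward in CLN3-deficient and not in wild-type retinas included the rod channel subunit *Cngb1* and a group of skeletal muscle genes, and no gene of the immune lists. *Cngb1* fell by 2.24 on the log2 scale (standard error 0.43, limma adjusted p = 0.00618). It was the 1 rod gene among the 25, and 0 genes came from the immune lists, where 0.191 would be found by chance (Fisher's exact test, one-sided). The contractile genes *Acta1*, *Myh3*, *Myh4*, *Mylpf*, *Tnni2* and *Tnnt3*, singled out after their values were seen, made up 6 of the 25. Their mean log2 value was 9.66 on the array of 1 unexposed CLN3-deficient animal, and it lay at 4.88 on that of the other. On the vehicle-injected arrays it was 4.75 and 4.54, and on the minocycline arrays 4.85 and 5.94. *Col4a3* and *Ppp1r3a*, a glycogen-targeting subunit of a phosphatase, were also in this group, and *Ppp1r3a* was higher in unexposed CLN3-deficient than in unexposed wild-type retinas (1.95, standard error 0.21, limma adjusted p = 0.00379). Under the genotype by light term 5 of the 25 genes had an unadjusted p under 0.05.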

The genes downregulated in *Cln3^Δex7/8^* retinas under ‘low light’ conditions were found in several different pathways (Fig. S7B) and only a minor fraction was immune-related (Fig. S7C).

### Minocycline therapy prevents retinal thinning and accumulation of autofluorescent material

We have previously shown that immunomodulation with minocycline has beneficial effects on retinal degeneration in the light-damage paradigm (Scholz et al., 2015). To test whether the susceptibility of CLN3-deficient mice to ‘low light’ conditions can be reduced by this form of therapy, animals were treated by intraperitoneal injection of minocycline (45 mg/kg body weight) or 0.9% sodium chloride solution daily, starting 1 day before light exposure. The SD-OCT thickness maps showed a greenish color for minocycline-treated animals compared to the blueish color from vehicle-treated animals (Fig. 6A). Quantification revealed a significant preservation of retinal thickness for minocycline-treated animals compared to vehicle-treated mice (Fig. 6B). These findings were confirmed by counting the rows of photoreceptor cell nuclei in DAPI-stained cryosection panoramas. The resulting spidergram analysis showed a significant preservation of photoreceptor cell nuclei in the central parts of the retina after minocycline treatment compared to vehicle-treated CLN3-deficient mice (Fig. 6C).

**Fig. 6.**
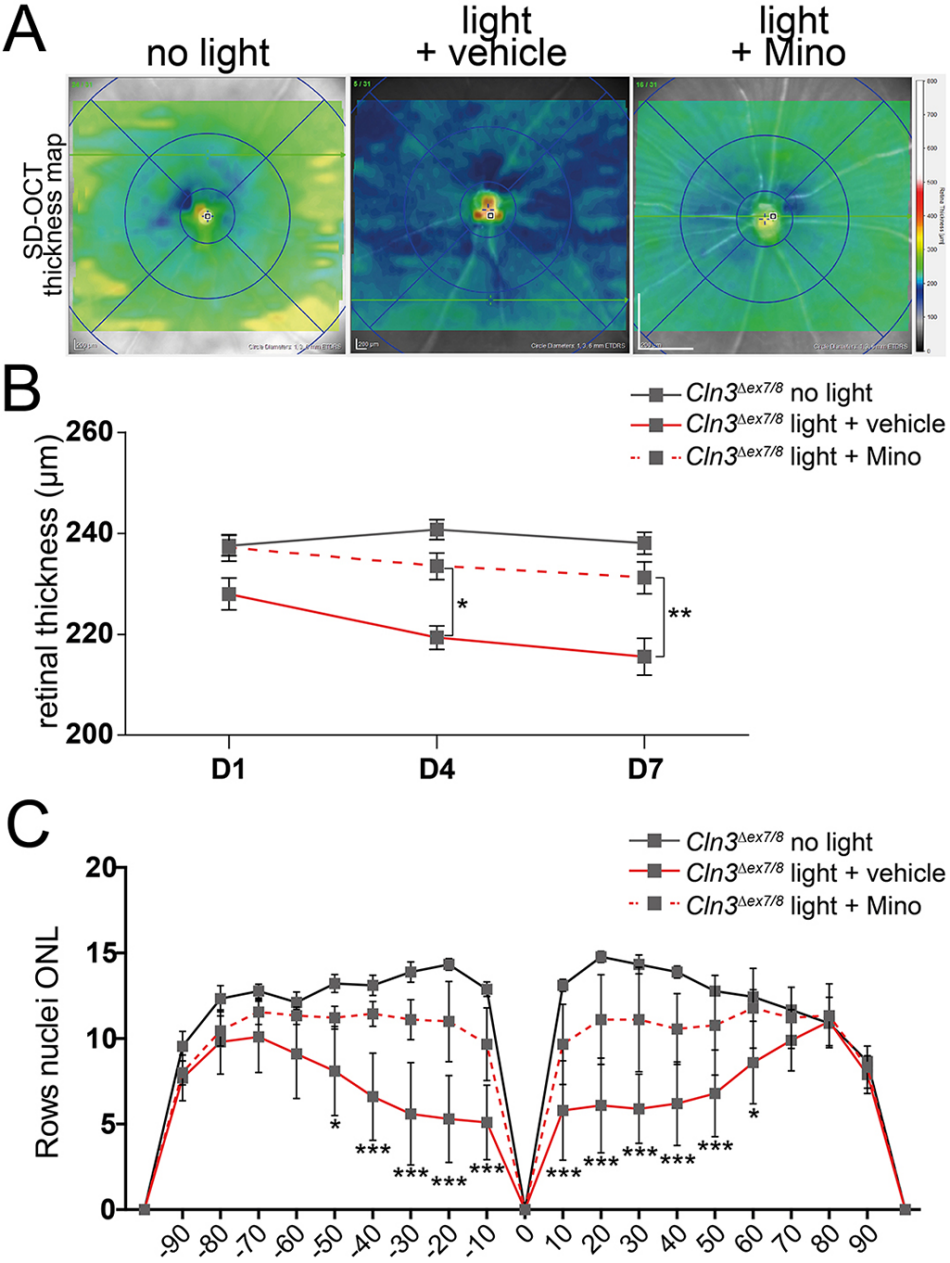
**Minocycline prevents retinal thinning of CLN3-deficient mice after white light exposure.** (A) Representative SD-OCT thickness maps reveal less retinal thinning (green) in minocycline-treated mice compared to vehicle-treated CLN3-deficient mice (blue). (B) Quantification of central retinal thickness shows significant reduction in retinal thinning in minocycline-treated mice after exposure to white light (*n*≥9 animals/ group). (C) Counting photoreceptor cell nuclei in DAPI-stained cryosections shows the same tendency as the thickness maps (*n*≥9 eyes/group). The *x*-axis shows the distance from the optic nerve head in %. Data show mean±s.e.m. from three independent experiments with *P<0.05, **P<0.01, ***P<0.001 light exposed+vehicle versus light exposed+minocycline. D1, 1 day after light exposure; D4, 4 days after light exposure; D7, 7 days after light exposure; Mino, minocycline.

Furthermore, minocycline treatment prevented the accumulation of autofluorescent material in the retina (Fig. 7A). A significantly lower area of autofluorescent material was detected at 4 days and 7 days after light exposure in minocycline-treated retinas compared to vehicle-treated retinas (Fig. 7B). This suggests that minocycline efficiently prevents the light-induced photoreceptor loss in *Cln3^Δex7/8^* animals.

**Fig. 7.**
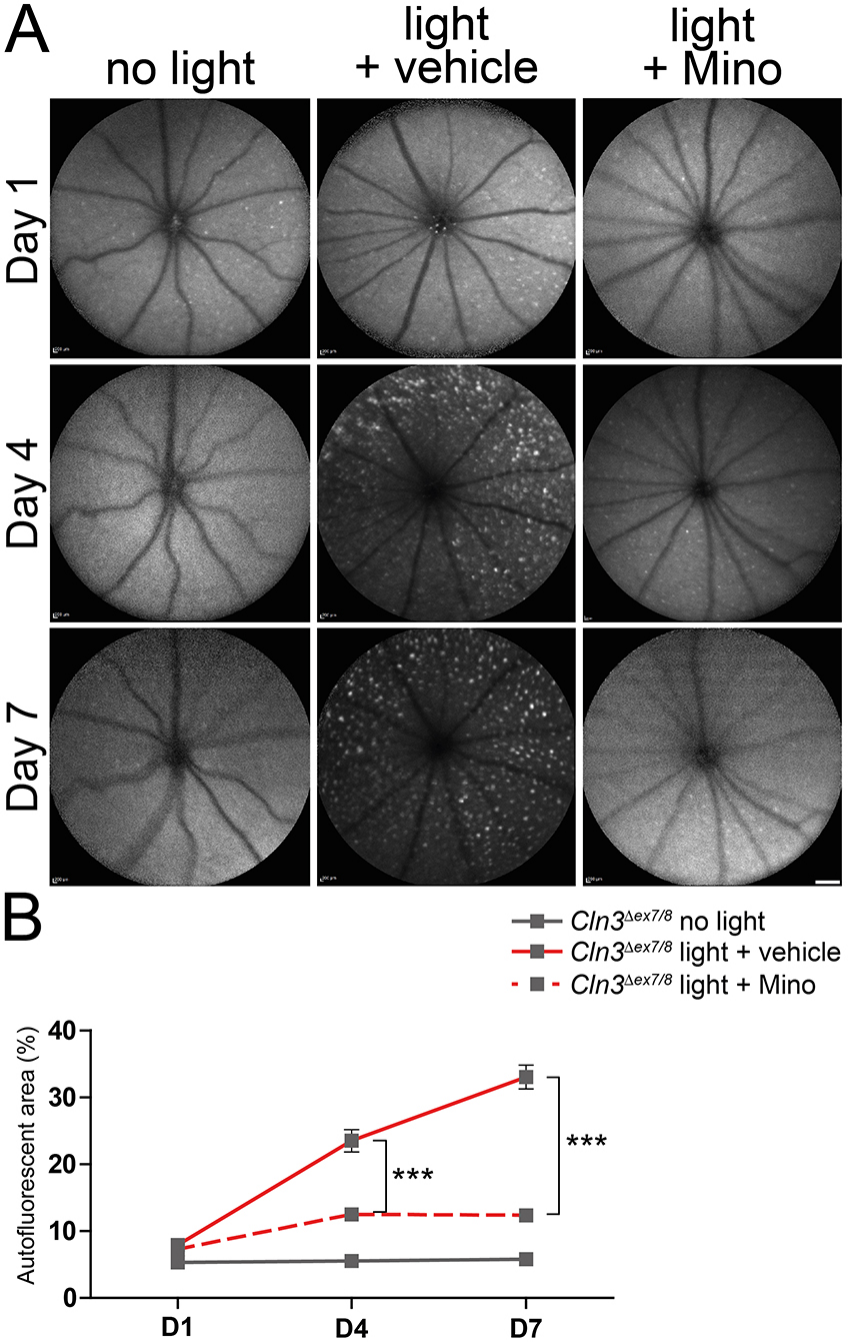
**Less autofluorescent material in the fundus of CLN3-deficient mice after minocycline administration.** (A) BAF imaging shows a clear reduction of autofluorescent material at 1, 4 and 7 days after light exposure in minocycline-treated CLN3-deficient animals compared to vehicle-treated mice. Scale bar: 1 mm. (B) Quantification of the area covered by autofluorescent material shows a significant decrease at 4 and 7 days after light exposure in minocycline-treated animals (*n*≥7 eyes/group). Data show mean±s.e.m. from three independent experiments with ***P<0.001. D1, 1 day after light exposure; D4, 4 days after light exposure; D7, 7 days after light exposure; Mino, minocycline.

### Minocycline therapy prevents microglial reactivity in CLN3-deficient retinas

We next studied the effects of minocycline on microgliosis in light-exposed CLN3-deficient retinas. A strong microglial migration towards the subretinal space was observed in vehicle-treated retinas (Fig. 8A, middle panels). In contrast, only a minor migration of microglia was seen in minocycline-treated retinas (Fig. 8A, right panels). Additionally, Iba1-stained flat mounts showed reduced microglial occurrence in the subretinal space as well as a lower amount of autofluorescent material in the minocycline treatment group (Fig. 8B). Quantification of Iba1-positive area, number of microglial cells and the area of autofluorescent material showed significant reduction of all three analysis parameters in mice treated with minocycline compared to vehicle treatment (Fig. 8C-E).

**Fig. 8.**
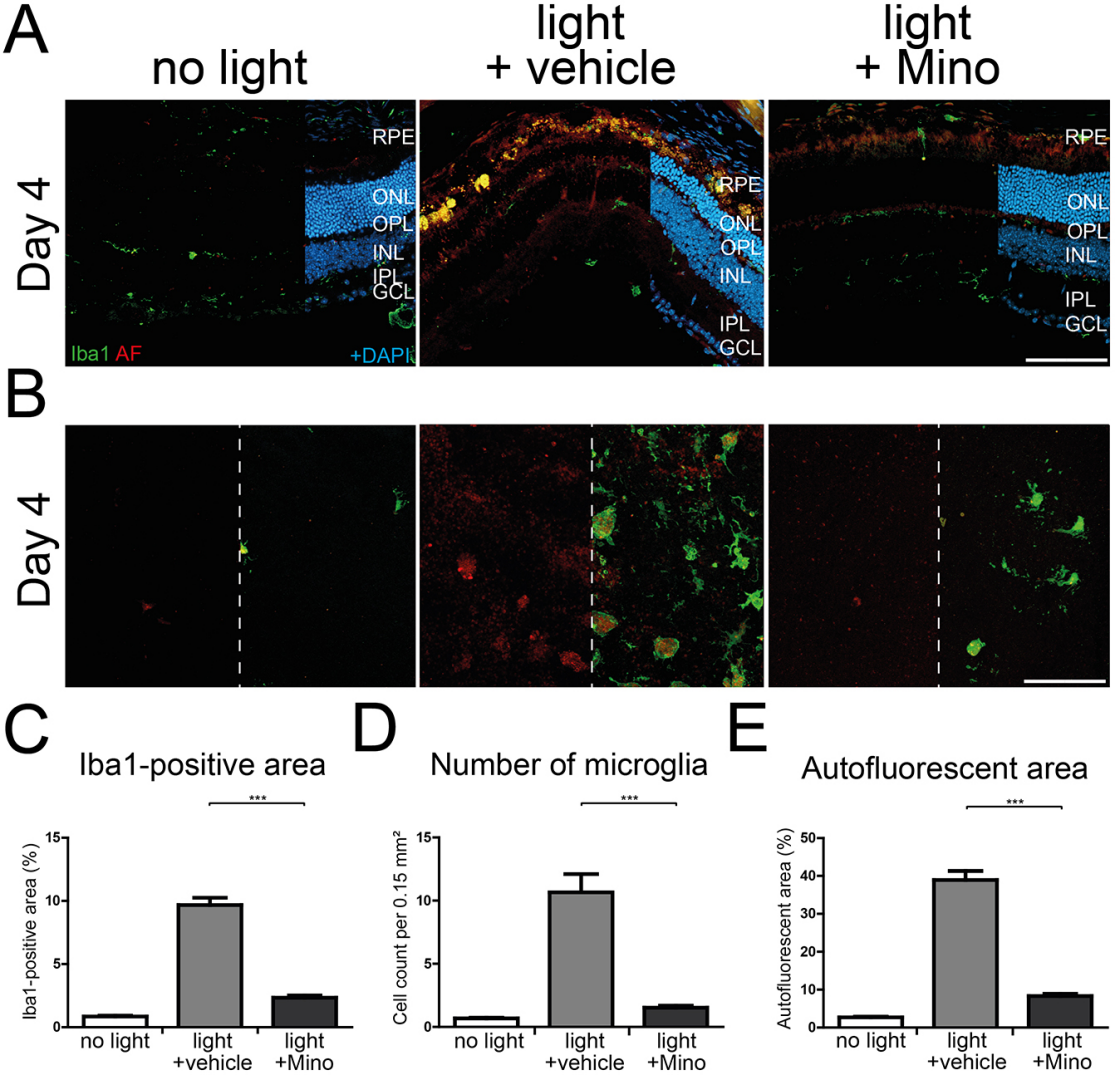
**Lower microglial activity in minocycline-treated CLN3-deficient retinas after white-light exposure.** (A) Iba1-stained retinal cryosections show less microglial migration towards the subretinal space 4 days after light exposure when mice are treated with minocycline during the white-light exposure regimen compared to vehicle-treated animals. Scale bar: 100 µm. (B) Less autofluorescent material in microglial cells is present 4 days after light exposure in minocycline-treated CLN3-deficient animals compared with vehicle-treated animals. A high amount of autofluorescent material and many microglial cells were present in the subretinal space of vehicle-treated animals at day 4. Scale bar: 100 µm. (C-E) Quantification of the Iba1-positive area (C), number of microglial cells (D) and area covered by autofluorescent material (E) showed significant reductions after minocycline administration in comparison to vehicle-treated animals 4 days and 7 days after light exposure. Data show mean±s.e.m. (*n*=24 pictures/group) from two independent experiments with ***P<0.001. RPE, retinal pigment epithelium; ONL, outer nuclear layer; OPL, outer plexiform layer; INL, inner nuclear layer; IPL, inner plexiform layer; GCL, ganglion cell layer; Mino, minocycline.

In accordance with the data from microglia migration, lower expression of TSPO and GFAP was present in cryosections of minocycline-treated *Cln3^Δex7/8^* mice compared to the vehicle-treated group (Fig. S8A,B). Furthermore, the increased accumulation of SubC observed in CLN3-deficient retinas after light exposure was reduced when animals were treated with minocycline (Fig. S8C).

Retinal qRT-PCR analysis of the pro-inflammatory markers AMWAP, CCL2 (CC-chemokine ligand 2), CD68, IL1β (interleukin 1β), TNFα (tumor necrosis factor α) and TSPO (translocator protein 18 kDa) measured 4 days after light exposure showed a significantly lower expression in minocycline-treated animals compared to vehicle-treated animals (Fig. S9).

### Minocycline downregulates pro-inflammatory gene clusters

To evaluate whether minocycline treatment has an influence on the upregulated genes that were specifically found in light-damaged CLN3-deficient retinas, microarray datasets from light-exposed and minocycline-treated *Cln3^Δex7/8^* mice were compared to light-exposed and vehicle-treated *Cln3^Δex7/8^* mice. 

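Minocycline was compared with vehicle in light-exposed CLN3-deficient retinas, with 2 animals per group. The treated mice received 45 mg/kg. The values are the authors' log2 expression values, and the contrast was taken from the same limma fit over all 5 groups. The 2 minocycline arrays differed more from each other than those of any other group. Of their transcript clusters 3.53% were apart by more than 1 on the log2 scale. The share was 0.887% for the vehicle and 0.973% for the unexposed CLN3-deficient arrays. For the light-exposed and unexposed wild-type arrays it was 3.26% and 2.84%. The Y-linked *Eif2s3y* stood at 12.96 on 1 minocycline array and at 3.07 on the other. Retinal pigment epithelium genes stood apart as well, with a list mean of 2.47 for the animal without Y-linked transcripts and −0.27 for the animal with them, relative to each gene's mean over all arrays. The vehicle arrays enter both this comparison and the light effect, so a value that is high on them by chance appears as a rise with light and a fall with minocycline.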

The GEDI maps showed lower expression of gene clusters arising under light-triggered conditions in CLN3-deficient mice (Fig. S6B, bottom right rectangles). Among these genes, 22 genes were significantly downregulated by minocycline administration (Fig. S10A) and the majority was associated with immune responses pathways (Fig. S10B). 

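The lists of interferon-stimulated genes, antigen presentation and reactive microglia had negative median changes with minocycline against vehicle in light-exposed CLN3-deficient retinas, with 1 gene of the first and 0 of the others passing over all genes in limma. Over 19505 genes 3 fell with minocycline and 0 rose (limma, adjusted p under 0.05). At an unadjusted p under 0.05 734 were lower and 543 higher, where 975 in all would be found by chance, and the methods' t-test with adjustment gave 1 lower and 2 higher. The 3 genes were *Iigp1*, an interferon-inducible GTPase (−2.29, standard error 0.23, limma adjusted p = 0.0119), *Tgfbi*, a matrix protein (−2.12, standard error 0.27, limma adjusted p = 0.0406), and a predicted gene. *Iigp1* stood at 7.21 ± 0.33 with vehicle and 4.92 ± 0.08 with minocycline (SD, n = 2 each). Against unexposed CLN3-deficient retinas, 735 genes were higher and 1314 lower on the minocycline arrays (limma, adjusted p under 0.05), and 59 to 557 and 27 to 737 when 1 of these arrays was left out.

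Of the 39 interferon-stimulated genes 1 passed over all genes and 38 when adjusted over the list alone, each lower, with a median log2 fold change of −2.42 (adjusted p = 0.140 with an estimated correlation). The 2 treated animals differed in Y-linked transcripts. Leaving out the one with these transcripts gave a median of −3.20, and leaving out the one that lacks them gave −1.43, with 30 genes passing when adjusted over the list alone. *Samd9l* had a log2 fold change of −2.56 (standard error 0.39) and the viral RNA sensor *Dhx58* one of −2.18 (standard error 0.33), each with limma adjusted p = 0.0679. In antigen presentation 14 of 17 genes were lower when adjusted over the list alone and 0 over all genes with limma (median −1.24, adjusted p = 0.140 with an estimated correlation), with *H2-Q4* at −2.98 (standard error 0.52, limma adjusted p = 0.0967). When the treated animal lacking Y-linked transcripts was left out, 7 of them passed. Of 27 reactive microglia genes 10 were lower when adjusted over the list alone and 0 over all genes (median −1.45, adjusted p = 0.214 with an estimated correlation), and 0 passed either way when the same animal was left out, with a median of −0.71. The Fc receptor *Fcgr4* had a value of −1.45 (standard error 0.28, limma adjusted p = 0.138). Complement gave 2 and cytokines 5 lower genes when adjusted over the list alone (adjusted p = 0.214 with an estimated correlation for each). The rod genes had a median of 0.18, and 0 passed either way (limma, adjusted p = 0.630 with an estimated correlation).

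Genes of the retinal pigment epithelium had a median log2 fold change of 1.89 with minocycline. Of 15 genes 10 passed upward when adjusted over the list alone and 0 over all genes with limma (adjusted p = 0.225 with an estimated correlation). Their list means were 2.47 and −0.27 on the minocycline arrays, against −0.97 and −0.50 on the vehicle arrays. *Rpe65*, the isomerase of the visual cycle, had a log2 fold change of 2.51 (standard error 0.88, limma adjusted p = 0.624). Leaving out the treated animal that lacks Y-linked transcripts gave a median of 0.55 for this list, and 0 genes passed either way. Over all genes 0 were then called in either direction (limma), and 59 higher and 135 lower genes were called when the other treated animal was left out instead.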

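Most of the genes induced specifically in light-exposed CLN3-deficient retinas were lower with minocycline. Of the 140 such genes 134 had a negative log2 fold change with minocycline, and 110 were lower at an unadjusted p under 0.05 from limma. With a log2 fold change of at most −2 as a further threshold 70 genes remained, and the 110 became 69 when the treated animal lacking Y-linked transcripts was left out. With the methods' t-test in place of limma 8 genes met the criteria, and with the covariate for Y-linked transcripts, chosen after the values were seen, 22 did. The immune lists held 51 of the 110 genes, or 46.4%, and interferon-stimulated genes made up 29 of them. The 110 also held 2 of the 3 Y-linked genes, whose transcripts 1 of the treated animals lacks. Of the 140 specific genes 54 were immune, so 42.4 of the 110 would be immune by chance (Fisher's exact test within the 140, two-sided, p = 2.31e-04, added after the counts were seen, with genes taken as independent). The glial marker *Lcn2* stood at 14.56 ± 0.51 with vehicle and 10.50 ± 1.17 with minocycline (SD, n = 2 each; limma adjusted p = 0.185), but it passed the threshold in wild-type retinas too and is not among the 110.

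The vehicle arrays are shared between the light effect and the minocycline effect. In 100 simulated data sets with the measured light effects and no effect of minocycline, 6 to 26 genes (median 16) met the same criteria by way of the shared arrays. Independent lists would share 5.27. The simulated noise was independent between genes, while genes of a list move together within an array, so the range for such genes may be wider. The covariance of the 2 effects across genes was −0.139, against −0.0359 in simulated data with no effects. In a test added after the values were seen, the specific genes were chosen with 1 vehicle array and compared on the other. Of 153 genes 140 were then lower with minocycline in 1 split (median −1.79, interquartile range −2.53 to −0.80), and of 138 genes 128 in the other (median −1.91, interquartile range −2.43 to −1.13). Of the genes lowered by the treatment, the paper states that most belonged to immune response pathways (Fig. S10B).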

Finally, qRT-PCR was used to validate three immune-related genes that were specifically light-induced in *Cln3^Δex7/8^* retinas and counter-balanced by minocycline. 

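*Irf7*, which encodes a transcription factor of the interferon response, rose with light from 6.42 ± 0.13 to 13.89 ± 0.10 in CLN3-deficient retinas (SD, n = 2 each). In wild-type retinas it rose from 7.00 ± 0.08 to 8.96 ± 1.10 (SD, n = 2 each), and with minocycline it stood at 9.44 ± 1.66 (SD, n = 2). *Zbp1*, a sensor of left-handed nucleic acids, stood at 4.18 ± 0.11 in unexposed and 5.59 ± 0.23 in vehicle-injected light-exposed CLN3-deficient retinas, and at 4.24 ± 0.16 with minocycline (SD, n = 2 each). In wild-type retinas it was 4.32 ± 0.05 without and 4.31 ± 0.00 with light (SD, n = 2 each). *Zbp1* was among the 30% of genes with the lowest means, so its values may lie near background, which was not given. A change below background would not be seen. *Apod*, a lipid-binding apolipoprotein made by glia, stood at 7.52 ± 1.02 without light, 10.28 ± 0.74 with light and vehicle, and 7.89 ± 0.11 with light and minocycline (SD, n = 2 each).

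The light effect in CLN3-deficient retinas was a log2 fold change of 7.48 for *Irf7* (standard error 0.62, limma adjusted p = 6.61e-04), 1.41 for *Zbp1* (standard error 0.20, limma adjusted p = 0.00211) and 2.76 for *Apod* (standard error 0.46, limma adjusted p = 0.00342). In wild-type retinas it was 1.96 for *Irf7* (limma adjusted p = 0.0371), −0.01 for *Zbp1* (limma adjusted p = 0.989) and 0.28 for *Apod* (limma adjusted p = 0.694). The genotype by light difference was 5.52 (standard error 0.87) for *Irf7*, 1.42 (standard error 0.29) for *Zbp1* and 2.48 (standard error 0.65) for *Apod*, with limma adjusted p = 0.0955, 0.156 and 0.221. The change with minocycline was −4.46 for *Irf7*, −1.36 for *Zbp1* and −2.39 for *Apod*, with limma adjusted p = 0.0654, 0.0679 and 0.138. Both minocycline arrays lay below both vehicle arrays for each of the 3 genes. For *Irf7* the 2 minocycline arrays stood at 10.61 (the animal with Y-linked transcripts) and 8.26 (the animal without them). *Zbp1* did not reach the log2 fold change of 2 that the paper sets, although its fold may be a lower bound, as its values were low. *Irf7* no longer met the definition of a specific gene after quantile normalization or median centring of the arrays. In the main fit its wild-type change of 1.96 lay just below the cut-off of 2, while its change in CLN3-deficient retinas was 7.48.

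**Figure D2:**
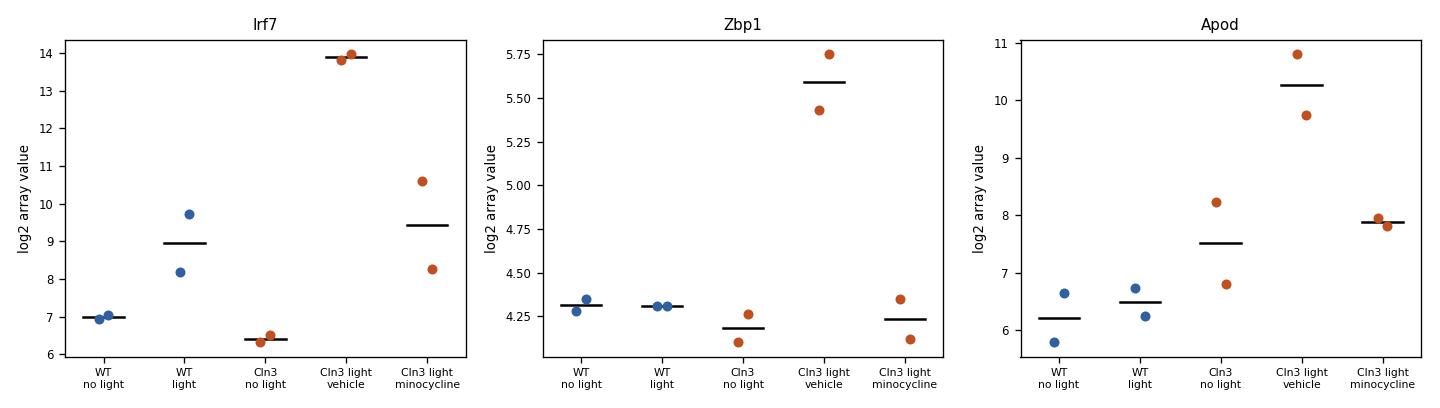
Log2 array values of *Irf7*, *Zbp1* and *Apod* in each of the 5 groups; points are arrays, 2 per group, and bars are group means. The vehicle-injected light-exposed arrays have the highest values of each gene, at a mean of 13.89 for *Irf7*, 5.59 for *Zbp1* and 10.28 for *Apod*.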

Apolipoprotein D (*ApoD*), interferon regulatory factor 7 (*Irf7*) and Z-DNA binding protein 1 (*Zpb1*) showed the expected patterns of regulation, similar to the profiles identified by DNA-microarrays (Fig. S11).

## DISCUSSION

Chronic microglia reactivity and expression of neurotoxic substances are detrimental for the brain and the retina (Hanisch and Kettenmann, 2007; Langmann, 2007; Zhao et al., 2015). Since immune responses in the CNS occur in jNCL models at higher ages (Pontikis et al., 2004), we here analyzed microglial behavior in young CLN3-deficient mice. We saw no clear characteristics of inflammation and only a slight thinning of the retina in 8- to 10-week-old mice. Significant retinal thinning was present in another jNCL mouse, the *Cln3^−/−^* model, at 18 months (Groh et al., 2014). These CLN3-deficient mice also showed autofluorescent material in the fundus, verifying our data. Furthermore, accumulation of autofluorescent material was detected in neuronal tissue of jNCL patients (Bensaoula et al., 2000; Cotman et al., 2002). Here, we showed that microglia in *Cln3^Δex7/8^* animals were correctly located in the plexiform layers, showed a ramified morphology, and had low expression of TSPO and GFAP. These findings are in line with the low neuronal immune responses described in another publications (Pontikis et al., 2004). Our data are in contrast to *in vivo* and *ex vivo* experiments describing altered brain microglia morphology and impaired behavior (Parviainen et al., 2017; Xiong and Kielian, 2013). A further hallmark of jNCL pathology is the accumulation of autofluorescent storage material composed of SubC, lipoproteins and glycoproteins, assumed to play the major role in neuronal cell death (Palmer et al., 1992). Here, accumulation of SubC was shown in cryosections of CLN3-deficient mice in all retinal layers. The distribution pattern of SubC stainings in our *Cln3^Δex7/8^* animals was very similar to the pattern of autofluorescent material in *Cln3^−/−^* mice (Seigel et al., 2002).

Most other mouse models of NCL, including the *Cln5*^−/−^ and *Cln6*^nclf^ mouse, which mimics late-infantile NCL, display prominent retinal degeneration and microglia reactivity at younger ages (Bartsch et al., 2013; Leinonen et al., 2017; Mirza, 2013). Therefore, a major goal of this study was to experimentally modify the *Cln3^Δex7/8^* model for jNCL so that it showed an earlier retinal phenotype, comparable to the human situation. Exposure to bright white light is a widely used model for retinal degeneration and microglial activation (Grimm and Remé, 2013). Therefore, it was necessary to genetically introduce a specific Rpe65 variant leading to light sensitivity of *Cln3^Δex7/8^* mice by crossing with BALB/c animals (Samardzija et al., 2006). The resulting modified CLN3-deficient mice showed a higher susceptibility to white-light exposure than the original strain and, importantly, also compared to wild-type animals that were not susceptible to light exposure at 10,000 lux for 30 min. Under these ‘low light’ conditions, the genetically modified CLN3-deficient mice displayed a strong thinning of retinal layers and showed typical hallmarks for microgliosis. *In vivo* imaging and stainings also detected increased amounts of autofluorescent material in ‘low light’-exposed *Cln3^Δex7/8^* animals, potentially reflecting increased autofluorescence observed in the fundus of early-stage jNCL patients (Kelly et al., 2009).

The question arises of whether the ‘low light’-induced early retinal degeneration in *Cln3^Δex7/8^* mice recapitulated the retinal changes in jNCL patients. Our data support this hypothesis in several ways. First, besides the accumulation of SubC as discussed above, a dysregulation of the lysosomal enzyme CatD has been connected with the absence of CLN3 (Cárcel-Trullols et al., 2017; Fossale et al., 2004; Golabek et al., 2000; Kyttälä et al., 2006). Indeed, here we showed enrichment of CatD in ‘low light’-triggered retinal degeneration in young *Cln3^Δex7/8^* mice that was normally only present in aged *Cln3^Δex7/8^* mice. Second, the transcriptomic analysis showed light-dependent dysregulation of a high number of genes in *Cln3^Δex7/8^* retinas that were not regulated in wild-type animals. We found a strong effect of retinal CLN3 deficiency on immune response pathways that was also previously noticed in total eye and cerebellum transcripts from young *Cln3*^−/−^ mice (Chattopadhyay et al., 2004; Brooks et al., 2003). Of particular interest were those genes that were upregulated in light-triggered *Cln3^Δex7/8^* animals compared to light-damaged wild-type mice and in turn downregulated with minocycline treatment. *Irf7* and *Zbp1*, two genes that regulate immune responses and are associated with neuronal cell loss, are highly upregulated in CLN3-deficient and light-triggered mice, and are examples for a possible overshooting immune reaction already described for CLN3-deficient primary microglia (DeFilippis et al., 2010; Gao et al., 2017; Mustafi et al., 2012; Xiong and Kielian, 2013).

Minocycline is an approved clinical antibiotic drug that is also known to dampen microglial reactivity and prevent photoreceptor loss in several mouse models of neuronal degeneration (Du et al., 2001; Peng et al., 2014; Scholz et al., 2015; Zhao et al., 2011). Consistent with these reports, minocycline showed a protective effect on light-triggered microglial activation and retinal thinning in our modified CLN3-deficient mouse model. *In vivo* imaging in combination with immunohistochemical stainings showed a preservation of retinal thickness when CLN3-deficient mice were treated with minocycline during white-light damage. Additionally, minocycline administration reduced the accumulation of autofluorescent material in the subretinal space. This is probably due to reduced neuronal cell death and therefore less cellular debris. We found less microgliosis and lower expression of CD68 and IL-1β, which is in line with the published effects of minocycline in an ischemia-reperfusion model of retinal degeneration (Ahmed et al., 2017). In our CLN3-deficient mice, minocycline suppressed expression of the pro-inflammatory mediators AMWAP, TSPO and CCL2, which was previously demonstrated for wild-type mice under high-light conditions (Scholz et al., 2015).

The decreased expression of pro-inflammatory mediators in combination with preservation of photoreceptor cells and reduction of storage material leads to the assumption that minocycline administration mediates its effects mainly via immunomodulation. However, a study with orally treated CLN6-deficient sheep, a model for the late-infantile variant of NCL, with minocycline, could not dampen neuroinflammation in the brain (Kay and Palmer, 2013). The species differences and different forms of NCL may potentially explain the treatment success in our modified mouse retinal stress model and the disappointing findings from CLN6 South Hampshire sheep.

## MATERIALS AND METHODS

### Mouse handling

*Cln3^Δex7/8^* mice on a C57BL/6J background were a generous gift from S. Cotman (Cotman et al., 2002). To introduce the light-sensitive Rpe65 leucine variant in the strain, the mice were first crossed with wild-type BALB/c and then with C57BL/6J mice for five generations to obtain a homogenous genetic background. Resulting *Cln3^Δex7/8^* mice, carrying the leucine variant of RPE65 on a C57BL/6J background, were genotyped to determine the presence of the *Cln3^Δex7/8^* knock-in allele as previously described (Fossale et al., 2004). For the *Rpe65* variant, a PCR fragment of 674 bp length was generated using the following primers: Rpe65_pos450_F (5′-CACTGTGGTCTCTGCTATCTTC-3′) and Rpe65_pos450_R (5′GGTGCAGTTCCATTCAGTT-3′) with PCR cycling conditions of 95°C for 30 s, 56°C for 30 s and 72°C for 35 s, repeated for 34 cycles. Amplicons were digested using *Mwo*I to detect a specific restriction site at position 450, resulting in two fragments, of 236 and 437 bp, for the leucine variant or a 674 bp undigested fragment for the methionine variant (Wenzel et al., 2001). Mice were maintained in an air-conditioned environment with 12-h light-dark schedule with a maximum light intensity of 150 lux inside the cages. Water and food were given *ad libitum*. For this study, 8- to 10-week-old male and female animals were used. All experimental procedures were in compliance with the German law on animal protection and the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research. The animal protocols used in this study were reviewed and approved by the governmental body responsible for animal welfare in the state of Nordrhein-Westfalen (Landesamt für Natur, Umwelt und Verbraucherschutz Nordrhein-Westfalen, Germany; approval Nr 84-02.04.2017.A113).

### Light exposure and minocycline administration

Wild-type littermates and *Cln3^Δex7/8^* mice were dark-adapted for 16 h before light exposure. To test low-light and high-light conditions, pupils were dilated with 2.5% phenylephrin and 1% tropicamide under dim red light and the mice were placed into aluminum-foil-coated cages. A light intensity of 10,000 lux for 30 min for low-light conditions and a light intensity of 15,000 lux for 60 min for high-light conditions were used, respectively. Mice of both genotypes without light exposure served as controls. Then, mice were then kept in dark-reared conditions overnight. For the therapy study with minocycline only, *Cln3^Δex7/8^* mice and low-light conditions were used. Minocycline (45 mg/kg body weight dissolved in 0.9% NaCl solution, Sigma) was injected intraperitoneally starting 1 day before light exposure and then daily until 1 day before the final experiment. *Cln3^Δex7/8^* mice were injected with the same volume and frequency of 0.9% NaCl solution as a solvent control.

### *In vivo* imaging using SD-OCT and BAF

SD-OCT and BAF images were taken at 1, 4 and 7 days after light exposure. After anesthetizing the mice by intraperitoneal injection of Rompun (10 mg/kg body weight) and Ketavet (100 mg/kg body weight), the pupils were dilated with 2.5% phenylephrin and 1% tropicamide. SD-OCT was performed on both eyes with a Spectralis™ HRA+OCT device (Heidelberg Engineering) to evaluate structural changes. Retinal thickness was analyzed using SD-OCT thickness maps calculated by the Heidelberg Eye Explorer Software. A mean for each eye was determined from the four quarters (circle diameter 3 ETDRS) around the optic nerve head, representing the average retinal thickness (µm) in a certain field. BAF imaging was conducted at day 1, 4 and 7 to assess autofluorescent material using a Spectralis™ HRA+OCT device (Heidelberg Engineering). Three images per condition were analyzed for quantification.

### Immunohistochemistry and image analysis

For immunohistochemical analysis, eyes were enucleated at day 1, 4 and 7, and fixed in 4% formaldehyde for 2 h at room temperature. Eyes were dissected for retinal flat mounts or transferred into 30% sucrose overnight at room temperature (RT) before embedding in optimal cutting temperature (OCT) compound for cryosectioning. Sections of 12 µm thickness were rehydrated with PBS, blocked with dry milk solution and incubated with primary antibody solution. Flat mounts were permeabilized with 2.5% Triton X-100 and 2.5% Tween-20, blocked with dry milk solution and incubated in primary antibody solution. Specific antibodies against Iba1 (1:500, Wako Chemicals, Neuss, Germany; 1:500 donkey-anti goat, Abcam, Cambridge, UK), TSPO (1:250, Abcam), GFAP (1:400, Sigma, MO, USA) and SubC (1:250, Abcam) were used overnight at 4°C. Afterwards, flat mounts and sections were incubated with the appropriate secondary antibodies conjugated to Alexa Fluor 488 (Jackson Immuno-Research, West Grove, PA, USA) at RT for 1 h. Cryosections were counterstained with 4′,6-diamidino-2-phenylindol (DAPI). All samples were mounted with DAKO fluorescent mounting medium (Dako Deutschland GmbH, Hamburg, Germany) and analyzed with an AxioImager.M2 plus ApoTome2 microscope (Carl Zeiss). Iba1-positive area, number of microglia and area of autofluorescent material was evaluated by ImageJ. For this purpose, 24 images (20× magnification) of each eye were taken of three animals from three independent experiments and analyzed using FIJI software.

### qRT-PCR

RNA was isolated from freshly dissected retinal tissue and transcribed to cDNA. A total of 25 ng cDNA was amplified using the RevertAid™ H-Minus First Strand cDNA Synthesis Kit (Fermentas, Germany). Amplification of 40 ng cDNA was performed on an ABI7900HT machine (Applied Biosystems, Carlsbad, CA, USA). Reaction mixtures contained 2.5 µl sample, 1× Fast Start Universal Probe Master (Rox; Roche Applied Science, Switzerland), 100 nM of primers and 0.125 μl of dual-labeled UPL probe (Roche). A setting of the following reaction parameters were used: 10 min 95°C hold, 40 cycles of 15 s 95°C melt, followed by 1 min 60°C anneal/extension. Used primers and probes were as followed: *AMWAP*, forward primer 5′-TTTGATCACTGTGGGGATGA-3′, reverse primer 5′-ACACTTTCTGGTGAAGGCTTG-3′, probe #1; *ApoD*, forward primer 5′-AATTTCCATCTTGGGAAATGC-3′, reverse primer 5′-GGATCTTCTCAATTTCGTACCATC-3′, probe #63; *Atp5b*, forward primer 5′-GGCACAATGCAGGAAAGG-3′, reverse primer 5′-TCAGCAGGCACATAGATAGCC-3′, probe #77; *CCL2*, forward primer 5′-CATCCACGTGTTGGCTCA-3′, reverse primer 5′-GATCATCTTGCTGGTGAATGAGT-3′, probe #62; *CD68*, forward primer 5′-CTCTCTAAGGCTACAGGCTGCT-3′, reverse primer 5′-TCACGGTTGCAAGAGAAACA-3′; probe #27, *IL1β*, forward primer 5′-TGTAATGAAAGACGGCACACC-3′, reverse primer 5′-TCTTCTTTGGGTATTGCTTGG-3′; probe #78, *Irf7*, forward primer 5′-CTTCAGCACTCCCTTCCGAGA-3′, reverse primer 5′-TGTAGTGTGGTGACCCTTGC-3′; probe #25, *Zbp1*, forward primer 5′-GCTGTGAGCATGGCAGAA-3, reverse primer 5′-CACCTGCAGGATCTTTTGCT-3′; probe #99, *Tnfα*, forward primer 5′-CTGTAGCCCACGTCGTAGC-3′, reverse primer 5′-TCTTCTTTGGGTATTGCTTGG-3′; *TSPO*, forward primer 5′-ACTGTATTCAGCCATGGGGTA-3′, reverse primer 5′-ACCATAGCGTCCTCTGTGAAA-3′, probe #33. Measurements were performed in technical duplicates. *ATP5B* expression was used as reference gene and resulting values were calculated using the ΔΔCt method for relative quantification.

### DNA microarrays and bioinformatic data analysis

Duplicate microarrays were carried out with two independent RNAs and procedures involving preparation and labeling of cRNA, hybridization to Affymetrix 430 2.0 mouse genome arrays, washing and scanning were performed according to the standard protocol. The cut-off applied for genes considered to be differentially expressed was a log2 fold change of ≥2 or ≤−2 and a *P*<0.05. Integrative analysis of genome-wide expression activities was performed with the Gene Expression Dynamics Inspector (GEDI), a MatLab (MathWorks, Natick, MA, USA) freeware program, which uses self-organizing maps (SOMs) to translate high-dimensional data into a 2D mosaic (Eichler et al., 2003). Each tile of the mosaic represents an individual SOM cluster and is color-coded to represent high or low expression of the cluster's genes, thus identifying the underlying pattern. Functional annotation of transcripts was performed using Bibliosphere pathway edition (Genomatix). DNA-microarray data were deposited in the Gene Expression Omnibus (GEO) (GSE118664).

### Statistical analyses

Statistical analysis was performed using GraphPad Prism 6. For analysis of two groups, an unpaired Student's *t*-test was performed. To compare more than two groups, one-way ANOVA followed by Tukey's post-test was used. All values are presented as mean±s.e.m. *P*-values ≤0.05 were considered as significant.

## Supplementary Material

Supplementary information

First Person interview

How the deposited data were processed for this re-analysis (not part of the article)

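Total retinal RNA of 10 mice in 5 groups of 2 animals was measured on Affymetrix arrays: unexposed wild-type mice, light-exposed wild-type mice, unexposed CLN3-deficient mice, and light-exposed CLN3-deficient mice given vehicle or minocycline. Groups were taken from the sample labels, and the light dose of the CLN3-deficient mice from the paper (10000 lux for 30 min). The labels of the latter give no dose. The label of the light-exposed wild-type mice is high light (15000 lux for 60 min).

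The authors processed the arrays with Affymetrix Expression Console and deposited log2 expression values per transcript cluster; its version, algorithm and settings are not given in the sources used here. The values ran from 2.70 to 19.5 and the medians of the arrays from 7.13 to 7.25, so the arrays had been brought to a common scale before they were deposited. The 2 arrays of a group correlated at 0.989 to 0.994 across clusters (Pearson's r across clusters, which are not independent). The table holds 22206 transcript clusters; 19572 carry 1 gene symbol in the platform's probe table, 0 carry several and 2634 are not listed there. Where several clusters carry the same symbol (55 genes) the one with the highest mean over all arrays was used, which left 19505 genes. No filter on low values was applied, and no further normalization.

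Differences were tested on the log2 values with limma 3.58.1 (lmFit and eBayes without trend, in R 4.3.3). The fit had a mean for each of the 5 groups, which share an estimate of the spread, and p was adjusted by Benjamini-Hochberg with a threshold of 0.05. The contrasts were light in CLN3-deficient mice (vehicle-injected against unexposed), light in wild-type mice, their difference (genotype by light), minocycline against vehicle, and the genotypes without light. Further contrasts were the genotypes after light, and minocycline with light against no light. The paper gives a threshold of a log2 fold change of at least 2 in size and p under 0.05. It names no test for the arrays, and its general statistics section names an unpaired Student's t-test for comparisons of a pair of groups. The threshold was applied here with limma's unadjusted p, and the methods' t-test was an alternative. For genotype by light this t-test was extended to the 4 groups with a pooled spread, which the paper does not describe. A gene was specific to CLN3-deficient mice when it passed there and not in the same direction in wild-type mice, and lowered by minocycline at an unadjusted p under 0.05.

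Before the data were examined, 26 gene lists were written for retinal cell types, immune processes and pathways. They hold 490 genes, of which 445 were measured; the others were not analysed here. The lists are interferon-stimulated genes, antigen presentation, complement, homeostatic microglia, reactive microglia and macrophages, cytokines and chemokines, infiltrating leukocytes, reactive and homeostatic Müller glia, rods, cones, bipolar cells, amacrine and horizontal cells, and ganglion cells. Further lists are retinal pigment epithelium, lens, red blood cells, endothelium, lysosome, oxidative stress, cell death, proliferation, immediate early genes, circadian clock, cholesterol synthesis and sex-linked genes. Each list was tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. With the preset correlation many lists passed, and with the estimated correlation no list passed in any contrast; the latter adjusted p is printed beside most lists.

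The genes named in the text were chosen by a rule set at the same time. For each contrast it takes the 10 largest rises and the 10 largest falls among called genes whose arrays do not overlap, up to 4 members of each list with the smallest p, and every gene named by the paper. Predicted genes were counted and not named. Enrichment of lists among genes past the paper's threshold used Fisher's exact test (one-sided, over 19505 genes).

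The fit was tested on simulated data of the same shape for the light contrast in CLN3-deficient mice, with 50 genes changed at each size among 19505. At log2 changes of 0.5, 1, 2 and 4, 2, 21, 50 and 50 of the 50 were called, and 6 of 19305 unchanged genes were called. The precision is limited by the 2 arrays per group: the median standard error of a light effect was 0.24 on the log2 scale.

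Alternatives set beforehand were quantile normalization, median centring, leaving out the 30% of genes with the lowest means, eBayes with trend and robust, a fit over only the groups compared, the methods' t-test, counting every transcript cluster, a 2-fold threshold, an adjusted p at the paper's threshold, other definitions of specific and lowered genes, and leaving out each array. Added after the data were seen were the presence of Y-linked transcripts as a covariate, the methods' t-test with a 2-fold threshold, a 2-fold threshold in all comparisons, light and genotype effects averaged over the other factor, and the test of immune genes within the specific genes. The self-organizing maps, pathway annotation and qRT-PCR of the paper were not repeated.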

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

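All tests of explanations in this part were chosen after the results they measure were seen.

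Interferon-stimulated genes had a median genotype by light difference of 2.30 on the log2 scale, higher in CLN3-deficient retinas, a difference between groups that the list test called at a preset correlation (and not at an estimated correlation, adjusted p = 0.467, or with fry, adjusted p = 0.322). An effect of sex with or without light, as the whole cause, is opposed by the unexposed arrays: wild type with Y-linked transcripts exceeded CLN3-deficient arrays without them by 0.16 (interquartile range −0.02 to 0.43), below the bound of 0.574 (0.25 of the median), unless an opposite effect of genotype hid it. More microglia as the whole cause is opposed as well, since this median lay 1.19 above that of homeostatic microglia markers (permutation test across genes, one-sided p = 2.50e-04, genes not being independent), although activation can lower such markers. An effect of sex that appears only after light cannot be told apart from the genotype: in the 1 group with both kinds of array, the array with Y-linked transcripts lay above the other by 2.03, and a covariate for these transcripts, which rests on that pair alone, turned the median to −1.46. The strain in the labels also differs between the genotypes (the paper describes littermates), and the light dose may differ (the labels of the CLN3-deficient mice give none). By the labels, only the light-exposed CLN3-deficient mice received vehicle or minocycline, so injection differs as well. None of these was tested, so a biological effect of CLN3 deficiency stays open beside them.

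More genes fell than rose after light, 2152 against 1282 in CLN3-deficient retinas. The narrower range of values on the light-exposed arrays (SD 3.25 and 3.26, against 3.39 and 3.37 without light) cannot be told apart from a real excess: the lower share of the calls came to 51.8% after quantile normalization, but this method gives all arrays the same distribution, and the other large contrasts, light in wild type and minocycline against no light, came to 51.7% and 49.7%. The share was 56.5% after median centring and 65.5% without dim genes. A lower share of rods as the whole cause is opposed in wild-type retinas by ganglion cell markers, which it would raise and whose median was −0.84 (interquartile range −0.98 to −0.69). In CLN3-deficient retinas it cannot be told apart. The interquartile range of ganglion cell markers ran from −1.04 to 0.10 (median −0.71), so it held both falls and rises. The medians of bipolar cells, amacrine and horizontal cells, and cones were 0.09, −0.06 and −0.02.

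Genes induced by light in CLN3-deficient retinas were lower with minocycline, 110 of the 140 specific genes. Chance through the shared vehicle arrays as the whole cause is opposed by a comparison in which 1 vehicle array chose the specific genes and the other was set against the minocycline arrays: the median differences were −1.79 (interquartile range −2.53 to −0.80) and −1.91 (−2.43 to −1.13), where sharing alone would leave them near 0. The minocycline animal lacking Y-linked transcripts was not the only source, since the differences of the other animal were −0.98 (−1.47 to −0.27) and −0.93 (−1.53 to −0.30). This animal matches the vehicle animals in these transcripts, so sex as the whole cause would leave its differences near 0. That rests on 1 array, with ranges over genes that move together, so it cannot decide the question. Part of the pattern may still come from the shared arrays or from sex, and a minocycline effect stays open, with 1 treated animal matched in Y-linked transcripts.

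The Y-linked gene *Eif2s3y*, which the paper does not discuss, had a log2 fold change of 9.69 with light in CLN3-deficient and −8.47 in wild-type retinas.

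Genes of the retinal pigment epithelium, a tissue outside the paper's array results, had a median log2 fold change of 1.89 with minocycline, and 0.55 without the minocycline animal that lacks Y-linked transcripts.

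Of the lens genes, a tissue the paper does not discuss, 7 of 19 were lower on the light-exposed than on the unexposed wild-type arrays (limma, adjusted p under 0.05).

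*Gdpd3*, a gene outside those the paper discusses, was higher in unexposed CLN3-deficient than in unexposed wild-type retinas by 3.54 on the log2 scale (standard error 0.34, limma adjusted p = 0.00226). The strain label and Y-linked transcripts differ between these groups as well.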

How the results depend on the processing

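The covariate for Y-linked transcripts, the methods' t-test with a 2-fold threshold and the 2-fold threshold in all comparisons were added after the data were seen; the other alternatives were set before. Results are counts of genes and the list tests; causes of the changes were not tested, except where fewer arrays or the smaller fit leave less information. No paired analysis was possible because the groups share no animal or replicate number. Signal over background was not given with the values, so limits for dim genes are unknown.

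Leaving out 1 array leaves a lone array that is assumed to vary like the other groups. For arrays of the groups compared it gave these ranges. Light in CLN3-deficient mice: 366 to 518 higher, 504 to 851 lower, and 160 to 179 higher and 37 to 80 lower at the paper's threshold. Light in wild type: 829 to 1924 higher, 1440 to 2771 lower, and 45 to 105 higher and 68 to 212 lower at the threshold. Genotype by light: 0 to 1 higher, 0 to 9 lower. Minocycline: 0 to 59 higher, 0 to 135 lower (both highest without the animal that has Y-linked transcripts). Genotype without light: 2 to 23 higher, 2 to 3 lower. Genotypes after light: 3 to 9 higher, 1 to 3 lower. Minocycline with light against no light: 59 to 557 higher, 27 to 737 lower. Without either minocycline array, where the lone one left adds nothing to the estimated spread, genotype by light gave 68 higher and 11 lower genes and the genotypes after light 229 and 71. Specific genes: 108 to 154 higher, 14 to 57 lower, 69 to 126 lowered by minocycline. The list tests at a preset correlation kept their direction and call without any 1 array of the groups compared.

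Quantile normalization gave 1932 lower genes with light in wild type, 93 higher and 48 lower at the threshold, and 823 lower with minocycline against no light. It shared 2458 calls of light in CLN3-deficient and 3067 of light in wild-type mice. Median centring brought the median of all genes to 0.12 in wild type and changed no count by over 1.5 times. For minocycline the lower genes were 1 without dim genes, 20 with trend and robust, 0 over only the groups compared and 1 over every cluster. Every cluster gave 91 higher genes at the threshold in wild type. Trend and robust gave 3 higher genes for genotype by light and 203 higher and 48 lower genes for the genotypes after light. Over only the groups compared there were 1358 higher genes with light in wild type, 68 higher and 11 lower for genotype by light, 8 lower for genotype without light and 52 lower for genotypes after light.

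The methods' t-test, adjusted, gave 2 higher and 6 lower genes with light in CLN3-deficient mice, 0 and 0 in wild type (1574 and 2063 unadjusted; limma 2044 and 3037 adjusted), 3 higher for genotype by light, 2 higher and 1 lower for minocycline, 1 lower for genotype without light, 1 higher and 2 lower for the genotypes after light, and 1 higher and 2 lower for minocycline against no light. At the threshold it gave 38 higher in wild type and 8 lowered by minocycline.

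A 2-fold threshold gave 801 higher and 1188 lower genes, in wild type 1007 and 1700, specific 528 and 429, lowered 203. With the methods' t-test it gave 622 and 943, in wild type 510 and 957, specific 503 and 595, lowered 44. Specific genes not light-regulated in wild type at any fold were 84 and 9, with 69 lowered. By the genotype by light p the lower ones were 5. With a log2 fold change of at most −2 minocycline lowered 70.

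With the estimated correlation the adjusted p was 0.283 (light in CLN3-deficient), 0.467 (genotype by light) and 0.140 (minocycline) for interferon-stimulated genes, 0.418 for rods, and 0.304 (light) and 0.214 (minocycline) for reactive microglia. With fry it was 0.322 (genotype by light) and 0.116 (minocycline) for interferon-stimulated genes and 0.222 for reactive microglia with minocycline. For light in CLN3-deficient retinas, interferon-stimulated genes, rods and reactive microglia kept their calls with fry.

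With the Y-linked covariate, which rests on the minocycline pair, light called 0 higher and 0 lower genes in CLN3-deficient mice. Limma without the covariate gave 1282 and 2152 adjusted, and 2522 and 3638 unadjusted. At the paper's threshold the covariate gave 128 higher and 57 lower genes there (165 and 41 without it), with 105 specific higher genes. In wild type it called 407 and 622, with 225 and 275 at the threshold. It gave 2 and 1 for genotype by light, 0 lower for minocycline, 9 lower for genotype without light, 1 and 0 for the genotypes after light, 369 and 431 for minocycline against no light, 50 specific lower genes and 22 lowered by minocycline. The interferon list reversed for genotype by light (median −1.46, adjusted p = 2.52e-10 at a preset correlation). *Eif2s3y* and *Kdm5d* reversed to −0.20 and −0.73 with light in CLN3-deficient and to 1.42 and 1.07 in wild-type mice, and *Cryaa* and *Cryba1* to 0.91 and 0.83 in wild type.

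Of 1123 values of named genes under the alternatives, 898 kept their side of the threshold, 32 gained the call, 6 reversed and the remainder lost it. A reversal was counted only for genes called in the main fit, so changes of direction among uncalled genes were not counted. The 6 reversals were all under the Y-linked covariate.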

Differences from the paper's values

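Chosen after the values were seen were the methods' t-test with a 2-fold threshold, the 2-fold threshold in all comparisons and the covariate for Y-linked transcripts; the other alternatives were set before the data were examined. The paper states a log2 fold change of at least 2 in size and p under 0.05, and the values here use that threshold with limma's unadjusted p.

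For genes upregulated by light in CLN3-deficient retinas the paper's value is 522, and 165 were found here. None of the alternatives set before the data were examined came within 1.5 times of the paper's value: these ran from 154 with the methods' t-test to 801 with a 2-fold threshold. The methods' t-test with a 2-fold threshold, chosen after the values were seen, gave 622, and under it 2 of the 3 genes the paper names as specific and lowered by minocycline are dropped (*Apod* and *Irf7*).

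For downregulated genes the paper's value is 623, and 41 were found here. None of the settings tried came within 1.5 times of it: those set beforehand gave 30 (quantile normalization) to 80 (without 1 unexposed CLN3-deficient array) at the stated fold and 1188 with a 2-fold threshold, and the added ones gave 57 (covariate) and 943 (methods' t-test with a 2-fold threshold).

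For genes upregulated specifically in CLN3-deficient retinas the paper's value is 224, and 140 were found here. Quantile normalization (151), counting every transcript cluster (163) and leaving out 1 unexposed wild-type (154), 1 unexposed CLN3-deficient (152) or 1 vehicle-injected array (153) came within 1.5 times of it. The others set beforehand did not: leaving out any other single array 108 to 149, median centring 145, without dim genes 139, trend and robust 140, only the groups compared 140, the methods' t-test 140, adjusted p 144, a 2-fold threshold 528, not regulated in wild type at any fold 84, and genotype by light p 105.

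For genes downregulated specifically in CLN3-deficient retinas the paper's value is 55, and 25 were found here. Leaving out 1 unexposed CLN3-deficient array, the one free of skeletal muscle transcripts, was set beforehand and gave 57. The others set beforehand gave 5 to 30, and 429 with a 2-fold threshold, and did not come within 1.5 times. The covariate for Y-linked transcripts, chosen after the values were seen, gave 50, and under it 2 of the paper's 3 named genes, *Irf7* and *Zbp1*, are dropped.

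For specifically upregulated genes lowered by minocycline the paper's value is 22, and 110 were found here at an unadjusted p under 0.05 without a fold; at the paper's stated fold 70 were found. Those set beforehand gave 8 (methods' t-test) to 203 (2-fold threshold for the light effects), and none came within 1.5 times. A 2-fold threshold in all comparisons, added after the values were seen, gave 131, and the methods' t-test with a 2-fold threshold gave 44. The covariate for Y-linked transcripts, chosen after the values were seen, gave 22, and drops the same 2 of the paper's 3 named genes; it rests on the difference between the 2 minocycline arrays.

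The paper presents *Zbp1* as specifically induced by light in CLN3-deficient retinas and lowered by minocycline. Here its log2 fold change with light was 1.41, below the stated fold, and with minocycline it was −1.36, in the paper's directions. *Zbp1* was among the 30% of genes with the lowest means, so these folds may be lower bounds. It was called specific and lowered with a 2-fold threshold, which was set beforehand and drops *Irf7*, and with the 2-fold threshold in all comparisons and the methods' t-test at 2-fold, both chosen after the values were seen, which drop 1 and 2 of the 3 named genes. *Irf7* and *Apod* were called here, at 7.48 and 2.76 with light and −4.46 and −2.39 with minocycline. With limma and a 2-fold threshold *Irf7* passed in wild-type retinas as well, so it no longer counted as specific.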

Other observations

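The averaged contrasts and the test of genes near *Cln3* were chosen after the data were seen.

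Without light few genes were called between the genotypes. Genotype goes here with the strain label (Balb/c for wild type, only the mutation for the others). It also goes with Y-linked transcripts, present in the unexposed wild-type retinas only. These calls are therefore not attributed to the loss of CLN3. In unexposed CLN3-deficient retinas 6 genes were higher and 3 lower than in unexposed wild-type retinas (limma, adjusted p under 0.05), with 409 and 440 at an unadjusted p under 0.05, where 975 in all would be found by chance. Leaving out 1 unexposed array gave 2 to 23 higher and 2 to 3 lower genes. The largest rise was that of *Gdpd3*, an enzyme of lysophospholipid metabolism. *Diaph3*, an actin regulator, was higher by 2.37 (limma adjusted p = 0.00379), *Cdcp3* by 2.29 (limma adjusted p = 0.00379) and the chemokine *Ccl27a* by 1.62 (limma adjusted p = 0.0262). *Hdhd3* was lower (−2.20, limma adjusted p = 0.00198), as was *Tmtc2* (−1.70, limma adjusted p = 0.0187). *Ppp1r3a* was higher without light and not after it (0.12, limma adjusted p = 0.843). *Apod* had a value of 1.31 without light (limma adjusted p = 0.997). The genotype effect was also averaged over both light states, in which an additive effect of sex cancels but a strain difference does not. It called 11 genes higher and 8 lower (857 and 889 unadjusted), among them *Apod* at 2.55 (limma adjusted p = 0.0142). Of 100 genes next to *Cln3* in the annotation of GRCm38.p6, 12, or 12%, had an unadjusted p under 0.05 for this averaged genotype effect. Of the other genes 8.94% did (Fisher's exact test, two-sided, p = 0.289). A comparison of shares cannot decide whether any single called gene differs through a variant linked to *Cln3*. Immune lists were not called without light: of 39 interferon-stimulated genes 0 passed in limma, over all genes or when adjusted over the list alone (median −0.16).

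Averaged over both genotypes, in which an additive effect of sex cancels too, light raised 3095 and lowered 4233 genes (limma), which held 3257 of the calls of light in CLN3-deficient retinas. Of the interferon-stimulated genes 37 rose and 0 fell (median 2.07), of the reactive microglia genes 21 rose, of the rod genes 24 fell (median −0.79) and of the cholesterol synthesis genes 11 fell.

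The calls in the remaining lists with light in CLN3-deficient retinas were as follows. Cones had 1 higher and 3 lower of 12 measured genes, bipolar cells 3 and 2 of 15, amacrine and horizontal cells 1 and 2 of 17, and homeostatic Müller glia 1 and 2 of 11. Retinal pigment epithelium and lens had 1 higher gene each, of 15 and 19, endothelium 2 of 11, and red blood cells 0 of 2 (limma; 0 when adjusted over the list alone). Oxidative stress had 1 higher and 4 lower of 17, proliferation 1 and 1 of 17, immediate early genes 3 and 0 of 12, and the circadian clock 3 and 2 of 14. In wild-type retinas cones had 5 lower genes, amacrine and horizontal cells 1 higher and 7 lower, and both red blood cell genes rose (adjusted p = 0.599 with an estimated correlation for each list). The adjusted p with an estimated correlation was 0.418 or above for each of these lists in CLN3-deficient retinas.

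Some transcripts that the paper measured by qRT-PCR, or whose proteins it stained, are on the arrays. By qRT-PCR at a set day after light, the paper reports significantly less AMWAP, TSPO, CCL2, CD68, IL1β and TNFα with minocycline. It also reports more AMWAP, TSPO and CD68 in CLN3-deficient than in wild-type retinas after 'low light'. TSPO and CD68 were raised there even without light. Its stainings showed stronger TSPO and GFAP in CLN3-deficient retinas after light and less of both with minocycline. The array value of *Cd68* is not given here. The day of the arrays is not given, and with 2 arrays per group an uncalled change does not show that there was none. *Aif1*, the gene of Iba1, rose with light in CLN3-deficient retinas by 3.08 (limma adjusted p = 0.0208) and had a value of −2.08 with minocycline (limma adjusted p = 0.678). *Wfdc17*, the gene of AMWAP, had 1.51 with light (limma adjusted p = 0.0616) and −0.92 with minocycline (limma adjusted p = 0.835), and *Tspo* had 0.79 (limma adjusted p = 0.0540) and −0.36 (limma adjusted p = 0.897). *Ccl2* had 1.21 (limma adjusted p = 0.0767) and −0.67 (limma adjusted p = 0.877), and *Tnf* had 0.44 (limma adjusted p = 0.195) and −0.52 (limma adjusted p = 0.740). *Il1b* had 0.15 (limma adjusted p = 0.688) and 0.19 (limma adjusted p = 0.950), and *Gfap* had 0.12 (limma adjusted p = 0.941) and −0.91 (limma adjusted p = 0.934).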
